# Sex‐specific accelerated decay in time/activity‐dependent plasticity and associative memory in an animal model of Alzheimer's disease

**DOI:** 10.1111/acel.13502

**Published:** 2021-11-18

**Authors:** Sheeja Navakkode, Jessica Ruth Gaunt, Maria Vazquez Pavon, Vibhavari Aysha Bansal, Riya Prasad Abraham, Yee Song Chong, Toh Hean Ch'ng, Sreedharan Sajikumar

**Keywords:** Alzheimer's disease, behavioural tagging, LTP, sexual dimorphism, STDP, synaptic plasticity, synaptic tagging and capture, transcriptome profiling

## Abstract

Clinical studies have shown that female brains are more predisposed to neurodegenerative diseases such as Alzheimer's disease (AD), but the cellular and molecular mechanisms behind this disparity remain unknown. In several mouse models of AD, synaptic plasticity dysfunction is an early event and appears before significant accumulation of amyloid plaques and neuronal degeneration. However, it is unclear whether sexual dimorphism at the synaptic level contributes to the higher risk and prevalence of AD in females. Our studies on APP/PS1 (*APPSwe*/*PS1dE9*) mouse model show that AD impacts hippocampal long‐term plasticity in a sex‐specific manner. Long‐term potentiation (LTP) induced by strong tetanic stimulation (STET), theta burst stimulation (TBS) and population spike timing‐dependent plasticity (pSTDP) show a faster decay in AD females compared with age‐matched AD males. In addition, behavioural tagging (BT), a model of associative memory, is specifically impaired in AD females with a faster decay in memory compared with males. Together with the plasticity and behavioural data, we also observed an upregulation of neuroinflammatory markers, along with downregulation of transcripts that regulate cellular processes associated with synaptic plasticity and memory in females. Immunohistochemistry of AD brains confirms that female APP/PS1 mice carry a higher amyloid plaque burden and have enhanced microglial activation compared with male APP/PS1 mice. Their presence in the diseased mice also suggests a link between the impairment of LTP and the upregulation of the inflammatory response. Overall, our data show that synaptic plasticity and associative memory impairments are more prominent in females and this might account for the faster progression of AD in females.

**Abbreviations**
AD: Alzheimer’s disease
LTP: Long‐term potentiation
STET: Strong tetanic
TBS: Theta burst Stimulation
BT: Behavioural tagging
pSTDP: population spike timing‐dependent plasticity
Aβ: Amyloid‐beta
NFTs: neurofibrillary tangles
GWAS: Genome‐wide association studies
aCSF: artificial cerebrospinal fluid
fEPSP: field excitatory postsynaptic potentials
OF: open field
IA: Inhibitory Avoidance
DEGs: differentially expressed genes
FDR: false discovery rate
GO: gene ontology
PRPs: plasticity‐related proteins
LFCs: log2 fold changes

## 1 INTRODUCTION

Alzheimer's disease (AD) is a progressive neurodegenerative disorder characterized by memory loss and behavioural deficits (Latimer et al., 2021; Nardini et al., 2021). The hallmarks of AD include neurodegeneration, the presence of extracellular amyloid‐beta (Aβ) proteins and intracellular neurofibrillary tangles (NFTs) made up of abnormally phosphorylated tau protein (Islam Khan et al., 2018; Mueed et al., 2019; Silva et al., 2019). Although much progress has been made on the molecular basis of AD in the past few decades, it is still not clear how the confluence of sex differences and other risk factors influences the progression of the disease. It is well known that AD differentially affects males and females (Dennison et al.,^2021^). The risk of AD in females is 1 in 6, while in men, it is 1 in 11 (Regitz‐Zagrosek & Seeland, 2012). The factors that might contribute to sex differences in AD are diverse and include differences in genetic background, hormone secretion, activation of microglia and the neuroinflammatory response during disease progression (Loeffler, 2021; Mielke, 2018; Watzka et al., 1999).

Genetic variation plays a major role in the relationship between sex and AD pathology (Breijyeh & Karaman, 2020). Healthy individuals with a maternal AD history are known to show more prominent phenotypic changes in vulnerable brain regions compared to those with a paternal AD history (Berti et al., 2011; Mosconi et al., 2010). The ε4 allele of the apolipoprotein E gene is one of the most common genetic risk factors for AD (Corder et al., 2004). Genetic variants of the apolipoprotein E gene have been shown to confer different risks for male and female AD patients (Corder et al., 2004; Johnson et al., 1998; Payami et al., 1996).

Other major contributing factors to sex differences in the progression of AD are the differences in microglial activation and elevation of the neuroinflammatory response (Manji et al., 2019). Genome‐wide association studies (GWAS) have shown that mutations in genes associated with neuroinflammation are a major risk factor for AD (Zhang et al., 2013). Many of these AD risk factors converge on the microglia, which suggests that microglial activation could be a causal factor for AD (Frigerio et al., 2019). Age‐related expression of hippocampal neuroinflammatory genes is also known to be sexually dimorphic (Mangold et al., 2017).

Along with genetic and microglial influences, structural differences at the synapse can also potentially contribute to sex‐specific risks of neurodegenerative diseases (Zheng et al., 2019). Reports have indicated that the CA3 pyramidal cells of males and females are distinct in structure, function and plasticity (Scharfman & MacLusky, 2017). Moreover, studies have shown that memory‐related synaptic plasticity is sexually dimorphic and this is reflected in the CA1‐dependent spatial behaviour and predisposition to neuropsychiatric disorders such as AD (Wang et al., 2018). Induction of long‐term potentiation (LTP), a cellular correlate of learning and memory in the CA1 area of hippocampus, was shown to be influenced by the interaction of gonadal hormones (Yang et al., 2004), and it has been demonstrated that, in female, but not male rodents, LTP and its associated kinases require endogenous expression of oestrogen and its receptor, to determine the threshold for the induction of LTP and spatial memory (Yang et al., 2004). There is evidence that synaptic plasticity is modulated by a number of sex‐specific signalling mechanisms that vary depending on the brain region (Hyer et al., 2018). The effects of sexual dimorphism on synaptic plasticity and memory and its contribution to the higher incidence of AD in females are not well understood. For example, we still do not fully understand the relationship between sex‐specific plasticity mechanisms and changes in the brain microenvironment during AD progression, and whether the interaction between these two processes contributes towards the accelerated AD pathology observed in females.

To understand how synaptic plasticity is involved in the increased vulnerability of females to AD, we examined whether AD affects the induction and maintenance of different forms of long‐lasting LTP in males and females. We specifically examined protein synthesis‐dependent late LTP (L‐LTP) induced by strong tetanus (STET), theta burst stimulation (TBS) and population spike timing‐dependent plasticity (pSTDP) in both female and male WT and APP/PS1 mice. We used 4‐ to 5‐month‐old mice for our studies, as this is a time point at which synaptic deficits start to appear but well before widespread neuronal death (Sadowski et al., 2004; Sun et al., 2019). Behavioural tagging (BT) paradigm was used to test associative memory in both sexes from WT and APP/PS1 mice. Our results show that overall, APP/PS1 mice have impaired L‐LTP and associative memory, with female APP/PS1 mice showing a faster decay in plasticity and memory compared with male mice. Transcriptome profiling of male and female hippocampus indicated that AD mice, particularly female mice, have a robust upregulation of immune‐related genes and microglial activation, which was confirmed with immunohistochemistry. In addition, we observed decreased expression of genes associated with neuronal plasticity exclusively in female mice. Collectively, our data show that synaptic plasticity impairment is more pronounced in females than in males, and this likely contributes to greater cognitive impairments and increased vulnerability to AD.

## 2 MATERIALS AND METHODS

### 2.1 Electrophysiology

#### 2.1.1 Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the National University of Singapore. We used a mouse model of AD that expresses a mutated chimeric mouse/human APP and the exon‐9‐deleted variant of human PS1, both linked to familial AD, under the control of a prion promoter element (*APPSwe*/*PS1dE9*), which we denote as APP/PS1 (Borchelt et al., 1997). We used 4‐ to 5‐month‐old animals as it is an early stage when synaptic plasticity and behavioural changes occur along with Aβ pathology (Gong et al., 2004; Yu et al., 2019). We did not use younger animals as there are mixed reports on the plasticity deficits at 2–3 age group depending on the mouse model used (Corder et al., 2004; Trinchese et al., 2004). 70 animals were used to isolate 168 slices for electrophysiology experiments in this study, out of which 33 were from WT males, 38 from WT females, 46 from APP/PS1 males and 51 from APP/PS1 females. For behavioural experiments, 56 animals were used with 14 animals in each group. For immunohistochemistry and transcriptome analysis, 32 animals were used, with eight animals from each group. Thus, a total number of 158 animals were used for this study. Animals were housed under 12‐h light/12‐h dark conditions with food and water available ad libitum.

#### 2.1.2 Hippocampal slice preparation

Animals were anaesthetized briefly using CO_2_ and were decapitated, and their brains were quickly removed and transferred to 4°C artificial cerebrospinal fluid (aCSF)‐a modified Krebs–Ringer solution containing the following (in mM): 124 NaCl, 3.7 KCl, 1.2 KH_2_PO_4_, 1 MgSO_4_·7H_2_O, 2.5 CaCl_2_·2H_2_O, 24.6 NaHCO_3_ and 10 d‐glucose. The pH of aCSF was between 7.3 and 7.4 when bubbled with 95% oxygen and 5% carbon dioxide (carbogen). Both right and left hippocampi were isolated out in the cold (2–4°C) aCSF being continuously bubbled with carbogen (Krishna‐K et al., 2020; Shetty et al., 2015). Transverse hippocampal slices of 400 μm thickness were prepared from the right and left hippocampi using a manual tissue chopper (Stoelting), and transferred onto a nylon net in an interface chamber (Scientific Systems Design) and incubated at 32°C with an aCSF flow rate of 1 ml/min and carbogen consumption of 16 L/h. The entire process of animal dissection, hippocampal slice preparation and placement of slices on the chamber was done within approximately 5 min to ensure that hippocampal slices were in good condition for electrophysiology studies. The slices were incubated for at least 3 h before starting the experiments (for more details, see Sajikumar et al., 2005; Shetty et al., 2015).

#### 2.1.3 Field potential recordings

In all the electrophysiology recordings, two‐pathway experiments were performed. Two monopolar lacquer‐coated stainless steel electrodes (5 MΩ; AM Systems) were positioned at an adequate distance within the stratum radiatum of the CA1 region for stimulating two independent synaptic inputs S1 and S2 of one neuronal population, thus evoking field excitatory postsynaptic potentials (fEPSP) from Schaffer collateral/commissural‐CA1 synapses (Figure 1a). Pathway specificity was tested using the method described in Sajikumar and Korte (2011). A third electrode (5 MΩ; AM Systems) was placed in the CA1 apical dendritic layer for recording fEPSP. After the pre‐incubation period, a synaptic input–output curve (afferent stimulation vs. fEPSP slope) was generated. Test stimulation intensity was adjusted to elicit fEPSP slope of 40% of the maximal slope response for both synaptic inputs S1 and S2. The signals were amplified by a differential amplifier, digitized using a CED 1401 analogue‐to‐digital converter (Cambridge Electronic Design) and monitored online with custom‐made software. To induce late LTP, a “strong” tetanization (STET) protocol consisting of three trains of 100 pulses at 100 Hz (single burst, stimulus duration of 0.2 ms per polarity), with an intertrain interval of 10 min, was used. Theta burst stimulation–LTP (TBS‐LTP) was induced using a protocol, which consisted of 50 bursts (consisting of four stimuli) at an interstimulus interval of 10 ms. The 50 bursts were applied over a period of 20 s at 5 Hz.

**FIGURE 1:**
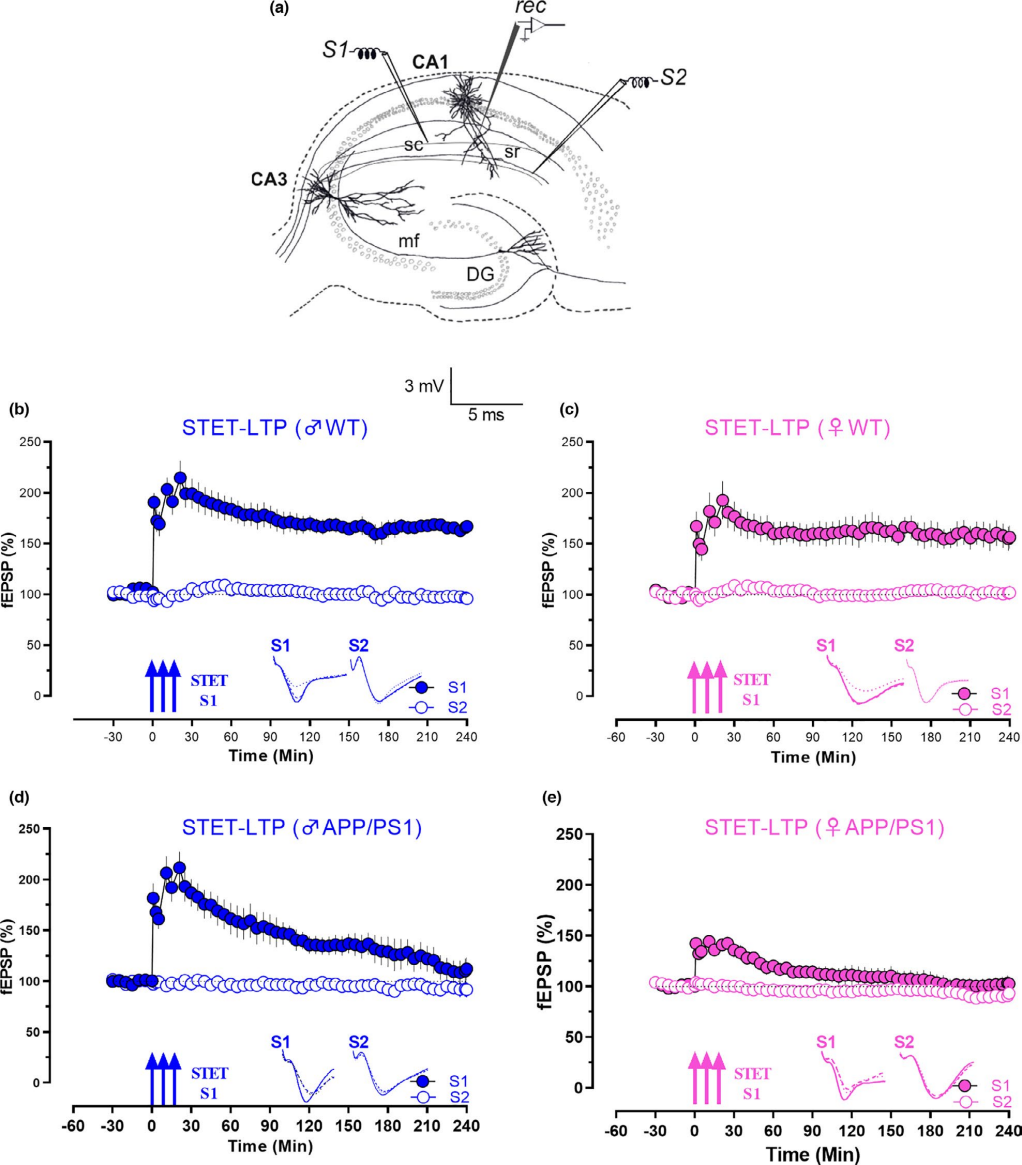
APP/PS1 females show a faster decay in L‐LTP induced by STET (a) Schematic representation of the location of electrodes in the CA1 region of a transverse hippocampal slice. Recording electrode (rec) positioned in CA1 apical dendrites was flanked by two stimulating electrodes S1 and S2 placed in the stratum radiatum (sr) layer to stimulate two independent Schaffer collateral (sc) synaptic inputs of the same neuronal population. (b) The STET in S1 (blue, filled circles) resulted in a significant potentiation that maintained for 4 h, while the control potentials in S2 (blue, open circles) remained stable throughout the recording in male WT mice (n = 6). (c) STET in S1 (pink filled circles) resulted in a long‐lasting LTP for 4 h, while the control input S2 (pink, open circles) was stable for the time course investigated in female WT mice (n = 7). (d) STET in S1 (blue, filled circles) only resulted in E‐LTP that gradually decayed to baseline in male APP/PS1 mice, (180‐min Wilcox, *p* = 0.07, U test, *p* = 0.08; blue, filled circles; n = 7). (e) In female APP/PS1 mice, STET in S1 also resulted in an early form of LTP, which decayed to baseline (95‐min Wilcox, *p* = 0.109, U test, *p* = 0.07; n = 7). Control stimulation of S2 in both d and e showed stable potentials for the recorded time period (open circles). Error bars in all the graphs indicate ±SEM. Analogue traces represent typical fEPSPs of inputs S1 and S2, recorded 15 min before (dotted line), 30 min after (dashed line) and 240 min (solid line) after tetanization. Three solid arrows represent the time of induction of L‐LTP by STET for the induction of late LTP. Scale bars: vertical, 2 mV; horizontal, 3 ms

In all experiments, a stable baseline was recorded for at least 30 min using four 0.2‐Hz biphasic constant current pulses (0.1 ms per polarity) at each time point. Four 0.2‐Hz biphasic, constant current pulses (spaced at 5 s) given every 5 min were used for postinduction recordings, and the average slope values from the four sweeps were considered as one repeat and used for plotting fEPSP percentage vs time graphs. Initial slopes of fEPSPs were expressed as percentages of baseline averages.

### 2.2 Population spike timing‐dependent plasticity

For population spike timing‐dependent plasticity (pSTDP) experiments, a stimulating electrode (S0) was positioned in the alveus to evoke antidromic neuronal action potentials, similar to our earlier report (Pang et al., 2019). The antidromic spikes induced by the stimulation of the alveus lead to backpropagating action potentials within the dendrites of CA1 pyramidal neurons. The alveus stimulation regulates the degree of postsynaptic neuronal activity. In addition to the alveus stimulating electrode, two stimulating electrodes, S1 and S2, were located in the stratum radiatum of the CA1 region to stimulate Schaffer collateral/commissural fibres. Two recording electrodes were positioned in the CA1 stratum pyramidale and stratum radiatum to record population spikes and field excitatory postsynaptic potentials (fEPSPs) from the Schaffer collateral/commissural‐CA1 synapses, respectively (Figure 2a). The test stimulation strength at S1 was set at a subthreshold intensity for population spike generation. An input–output curve was determined for synaptic input S2 (afferent stimulation versus population spike amplitude or fEPSP). Pathway specificity of two inputs, S1 and S2, was always determined by paired‐pulse stimulations described in Krishna‐K et al., 2020; Pang et al., 2019. At S2, the test stimulation strength was set to produce a population spike amplitude of 40% of the maximal response. For the stimulus in S0, the intensity of stimulation was set to elicit an antidromic response of approximately 2 mV in the CA1 pyramidal neurons.

**FIGURE 2:**
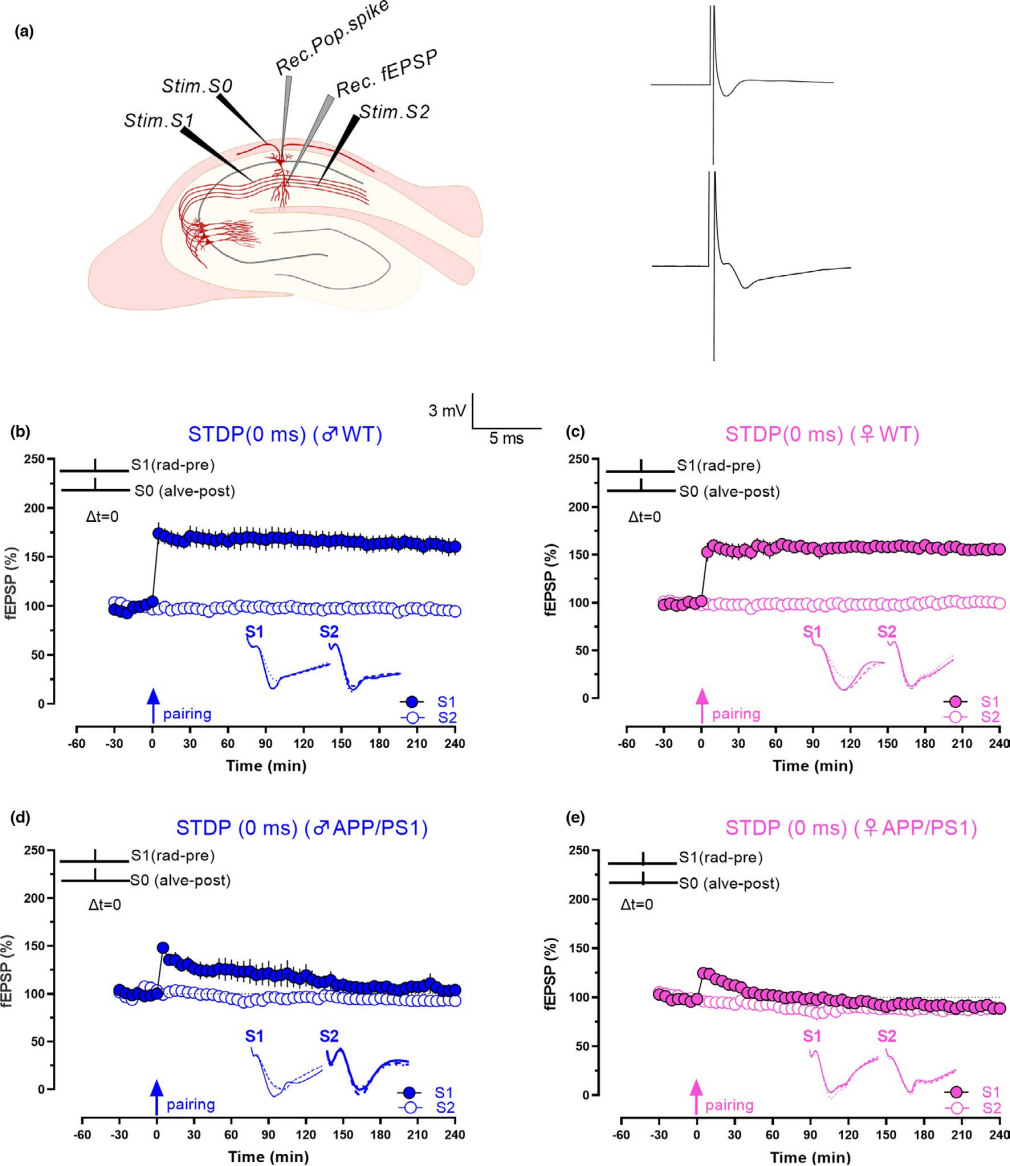
Faster impairment of pSTDP in female APP/PS1 mice with coincidental pre‐ and postsynaptic stimulation. (a) Schematic diagram of location of electrodes in a hippocampal slice for STDP experiments. The two grey inverted triangles represent recording electrodes placed in the cell body and dendritic layer of CA1 area hippocampal slices to record population spike and fEPSP, respectively. Black inverted triangles represent three stimulating electrodes. Stimulating electrodes 1 and 2 (Stim. S1 and Stim. S2) were placed in the stratum radiatum to stimulate two independent SC pathways, and Stim. S0 represents a stimulating electrode located in the alveus layer to evoke antidromic action potentials in CA1 pyramidal neurons. Analogue traces on the right side represents field potentials that were recorded from the stratum pyramidale (upper trace) and stratum radiatum (lower trace) in response to coincidental pairing of alveus (Stim. S0) and stratum radiatum (Stim. S1) stimulation. (b) Simultaneous stimulation of the presynaptic input S1 and the alveus layer (S0; 20 pairings, 1 Hz) induced a persistent pathway‐specific increase in synaptic responses of input S1 (blue, filled circles) that lasted 4 h. Unpaired input S2 (blue, open circles) remained stable in male WT mice (n = 6). (c) Simultaneous stimulation in female WT slices also resulted in long‐lasting increase in synaptic responses that lasted for 4 h in paired input S1 (pink, filled circles), while the unpaired control input remained stable (pink, open circles; n = 10). (d) Pairing at 0 ms in male APP/PS1 mice showed only a decremental LTP (70‐min Wilcox, *p* = 0.02, U test, *p* = 0.1; n = 6). (e) Pairing at 0 ms in female APP/PS1 mice also resulted only in a decremental LTP (40‐min Wilcox, *p* = 0.2, U test, *p* = 0.08; n = 8). In all experiments, the control unpaired input was stable throughout the time period of investigation (open blue and pink circles). Relative timing Δt represents the time points at which stimulus S0 (postsynaptic component) and S1 (presynaptic component) were initiated. Solid single arrow represents the time of pairing. Scale bars: vertical, 2 mV; horizontal, 3 ms. Error bars indicate ±SEM. Symbols and analogue traces as in Figure 1

20 pairs of single stimuli (stimulus duration of 0.2 ms/ polarity) at 1 Hz were delivered to S0 and S1 at distinct relative time intervals for different sets of experiments (Δt = t0‐t1, where t0 and t1 are the times at which stimuli S0 (postsynaptic component) and S1 (presynaptic component) were initiated (Pang et al., 2019).

### 2.3 Oestrous cycle phase

The oestrous cycle phase of female WT and APP/PS1 mice was identified by using vaginal smears. The vaginal canal opening was first rinsed with distilled water, and a mild penetration of vaginal orifice was done using a pipette and saline (50 µl) was flushed into the vagina gently three to four times with a pipette. The oestrous cycle phase was determined from the vaginal flush using the crystal violet staining as described in McLean et al., 2012. The vaginal smear was allowed to dry at room temperature. Then, the slide was dipped in crystal violet for 1 min and washed in distilled water for 1 min. This was repeated once more. The oestrous cycle was identified by looking at the variable proportion of leukocytes, cornified cells and nucleated epithelial cells. The smears having predominantly leukocytes were classified as dioestrous. Smears having predominantly nucleated epithelial cells and very few or no leukocytes were classified as pro‐oestrous and the smears having mainly cornified cells were classified as oestrous (McLean et al., 2012).

The levels of gonadal hormones during pro‐oestrous cycle is approximately 60 pg/ml, which is about twice that at the other three stages namely oestrus, metoestrus and dioestrus, with oestrogen levels of around 33–38 pg/ml (Chen et al., 2009). We grouped animals into high oestrogen (pro‐oestrus), low oestrogen or non‐pro‐oestrus, which comprises (oestrus, metoestrus and dioestrus).

### 2.4 Behavioural tagging

In order to study associative memory, we used a behavioural tagging (BT) paradigm (Moncada & Viola, 2007; Wong et al., 2019). Male and female WT and APP/PS1 mice were used for this study. They were habituated to the room, 12 h before experiments. The mice were placed in an open field (OF) for 10 min. 1 h after OF, inhibitory avoidance (IA) training was given to the mice (Figure 3b). The OF consists of a plastic box with dimensions of 35 (width) ×35 (length) ×35 cm (height). A weak IA training induces only short‐term memory, but this can be consolidated to long‐term memory by the novelty exploration experience, consisting of 10 min of OF, that occurs 1 h before IA (Moncada & Viola, 2007; Wong et al., 2019). The IA apparatus consists of a 50 (width) ×25 (height) ×25 cm (length) Plexiglas box with a 5 (height) ×8 (width) ×25 cm (length) platform on the left end of a series of bars, which constitutes the floor of the box. During the training session, mice were placed on the platform that faces the left rear corner of the box. When they stepped down, putting their four paws on the bars, they received a weak foot shock (0.3 mA, 2 s) after which they were removed from the box and returned to their home cage. Memory was evaluated by comparing the step‐down latency in the training session with that in the test sessions. The cut‐off time for step‐down latency was 4 min. A high step‐down latency indicates that the animal has better memory for IA. Step‐down latency is represented as percentage values similar to our previous reports (Krishna‐K et al., 2020; Wong et al., 2019). Memory was tested at three different time points: 1, 24 h and 7 days after training sessions. The same animals were used to retest at different time points as in previous reports (Krishna‐K et al., 2020; Wong et al., 2019). As a control experiment, mice received weak IA training without OF and memory was evaluated similarly as mentioned above (Figure 3a).

**FIGURE 3:**
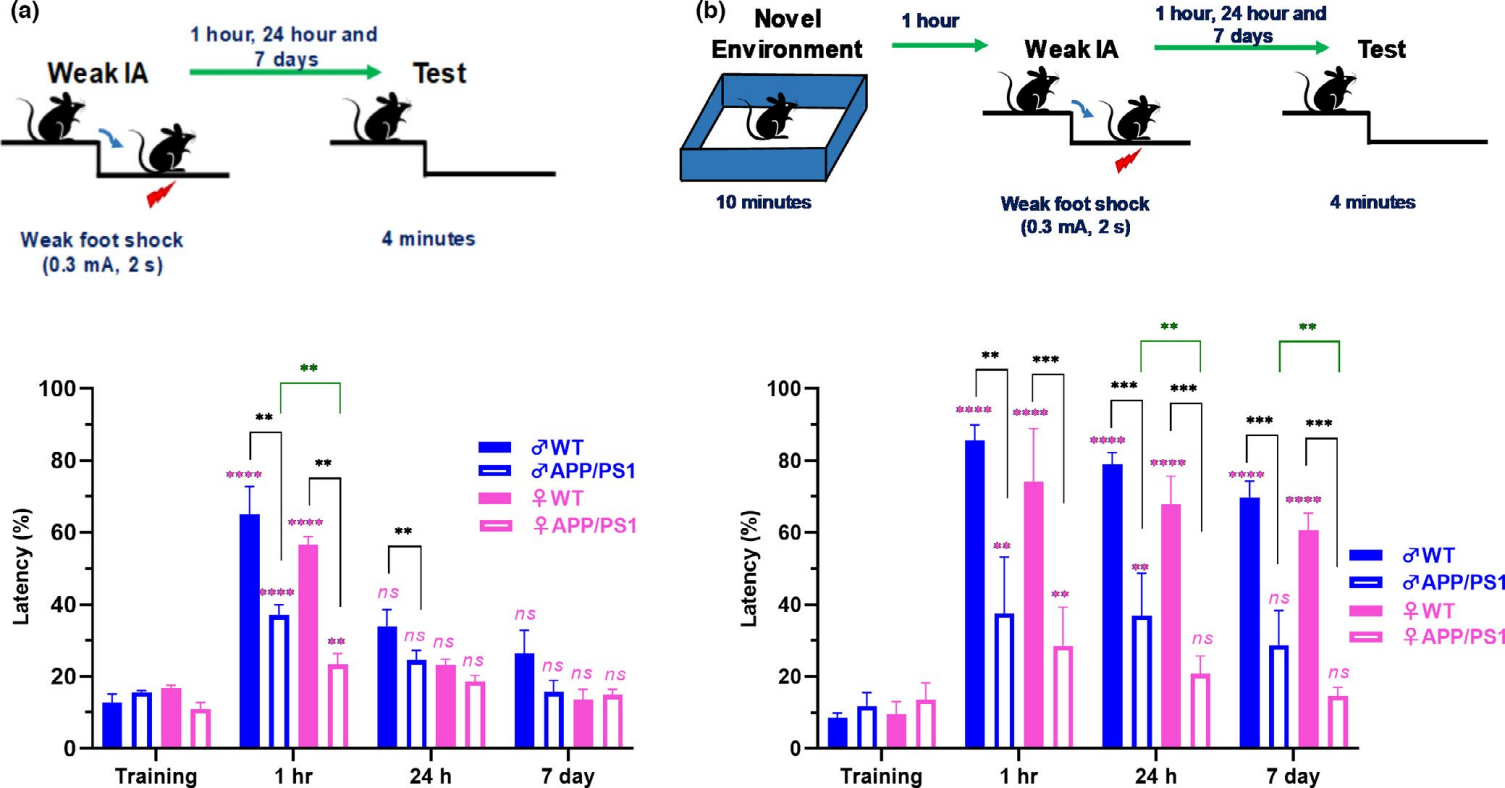
Impairment of associative memory in female APP/PS1 mice. (a) Schematic diagram of the experimental protocol used for control BT paradigm. A mouse was given weak IA training by providing a weak foot shock consisting of 0.3 mA for 2 s. Step‐down latency was tested at 1, 24 h and 7 days post‐IA. Memory for IA learning was observed only at 1 h in all four groups: WT males (filled blue bars); APP/PS1 males (open blue bars); WT females (filled pink bars); and APP/PS1 females (pink open bars; n = 7 from all groups). (b) Schematic diagram of the experimental protocol used for BT paradigm. Mice were given weak IA training, 1 h after exposure to a novel environment (open field, OF) for 10 min. Step‐down latency was tested at 1, 24 h and 7 days post‐IA. Associative memory was observed in both WT males and females (filled blue and pink bars, respectively) and in APP/PS1 males (open blue bars) at 24 h, while in APP/PS1 females (open pink bars), associative memory was impaired (n = 7 from all groups). Statistical analyses for latencies at each time point (1, 24 h and 7 days) for all groups were compared against their training period (asterisks in pink). Further statistical tests were performed between WT and APP/PS1 animals (black asterisks), as well as between male and female APP/PS1 mice (green asterisks). Error bars indicate ±SEM. Asterisks indicate significant differences between groups (ns, not significant, **p < 0.01, ***p < 0.001 and ****p < 0.0001)

### 2.5 RNA extraction and sequencing

Whole right hippocampi were dissected from N = 4 APP/PS1 mice and N = 2 wild‐type mice of each sex at age 4.5 months, snap‐frozen and stored at −80°C. Hippocampi were homogenized in TRIzol Reagent (Invitrogen). Total RNA was then extracted and column‐purified using the RNeasy kit (Qiagen) according to the user manual. Directional mRNA libraries were prepared and sequenced by NovogeneAIT Genomics on the Illumina NovaSeq 6000 platform (45 M 150‐bp paired‐end reads per sample). Prior to sequencing, RNA quality was assessed by electrophoresis and Agilent 2100 Bioanalyser analysis. All input RNA samples had RIN >8.0.

### 2.6 mRNA sequencing and analyses

RNAseq data were first processed using Trimmomatic (Bolger et al., 2014) to trim Illumina adapters and remove low‐quality or short‐length reads (quality score <15 or length <30 bp). Paired‐end reads were then aligned to the Genome Reference Consortium mouse genome assembly GRCm38 using STAR (Dobin et al., 2013) and quantified by HTseq (Anders et al., 2015) on the Gekko high‐performance computing cluster at Nanyang Technological University. Counts were filtered to retain genes with at least one log2‐transformed count per million mapped reads (log‐CPMs) in a minimum of three samples (N = 15,521), and upper‐quartile normalization was applied. Differential expression (DE) analysis was conducted using edgeR (likelihood ratio test with robust dispersion estimation; Robinson et al., 2010). To reduce the impact of unwanted variation, we used RUVseq (Risso et al., 2014) to identify factors of variation in the expression of empirically defined negative control genes (all genes except the top‐ranked 5000 in a first‐pass differential expression analysis) and we incorporated the top two factors into the model for DE analysis. We analysed differential expression between AD and WT conditions for each sex and both combined, as well as the interaction effect defined as [*(AD*.*F* ‐ *WT*.*F)* ‐ *(AD*.*M* ‐ *WT*.*M*)]. We identified DE genes using a false discovery rate (FDR) threshold of 10%. Hierarchical clustering of DEGs between AP and WT mice was conducted on batch‐corrected CPMs using the Pearson distances with the ward. D2 algorithm. To analyse enriched biological functions, we conducted Kolmogorov–Smirnov tests for GO Biological Process terms on genes ranked by FDR from DE tests using the topGO package (Alexa & Rahnenführer, 2020), using the weight01 algorithm to reduce redundancy between terms (Alexa et al., 2006). To determine whether gene sets were predominantly upregulated or downregulated compared with the control groups, we then calculated direction scores for each term (formula: (ΣNup ‐ ΣNdown)/√(ΣNup + ΣNdown), where Nup and Ndown represent the number of genes in each term with LFCs above and below 0 [up‐ and downregulated, respectively]). For genes in the GO term “regulation of synaptic plasticity” (GO:0048167), we also plotted rankings by FDR alongside Gaussian kernel density estimation to compare the probabilities that these genes were upregulated and downregulated in AD mice of each sex. To identify the cell types in which the genes of interest are most highly expressed, we used the transcriptome database of mouse cortical cell types by (Zhang et al., 2014). Analyses were conducted in R (v4.0.2, R Core Team, 2020), and figures were generated using ggplot2 (Wickham, 2016).

### 2.7 Immunohistochemistry

Hippocampal sections were prepared using a vibratome (4°C at 100 µm). Sections that came off the vibratome were immediately fixed with 4% PFA in PBS overnight at 4°C, washed and kept in cryoprotectant (30% ethylene glycol, 30% glycerol and 10% 0.2 M PB in Milli‐Q) at −80°C. Prior to processing, sections were washed 3X in PBS and permeabilized in 0.1% Triton X in PBS before antigen retrieval (10 mM Tris Base, 1 mM EDTA and 10% Triton X in Milli‐Q at 37°C for 15 min). Sections were washed (5X, 5 min) in 0.1% Triton X in 1X PBS and blocked for 1 h (10% goat serum, 0.1% Triton X in PBS) before incubation with primary antibodies (overnight) followed by secondary antibodies (4 h) with washes (3X, 0.1% Triton X in PBS) in between incubations. All sections were mounted on slides using Aqua‐Poly/Mount. Unless otherwise stated, all protocols were performed at room temperature with gentle rocking with an orbital shaker. Antibodies and dyes used include the following: mouse anti‐beta amyloid antibody (MOAB‐2; Abcam at 1:1000 dilution), mouse anti‐NeuN (Merck‐Millipore at 1:1000), rabbit anti‐Iba‐1 (Wako at 1:1000), rat anti‐FcγRIIb (R&D Systems at 1:500), Alexa Fluor‐conjugated secondary antibodies (ABLife Tech. at 1:1000) and Hoechst 33342 (Thermo Fisher at 1:1000).

### 2.8 Image acquisition and analysis

All widefield images were acquired using Zeiss Axio Scan.Z1 with a 10X objective with a Hamamatsu Orca Flash detector. Magnified images were taken using Zeiss LSM800 inverted scanning confocal microscope using either 40X or 63X plan Apochromat 1.4NA oil immersion objectives. For all widefield images, quantification was done using IMARIS x64 9.6.0. The hippocampal region was first defined by drawing a boundary based on organization of the distinct cell body layers guided by Hoechst nuclear dye labelling. An intensity threshold (lower 10% signal) was employed for all antibodies to remove noise. A size‐exclusion filter based on signal intensity was then used to accurately select substructures within each slice and to exclude any staining artefacts (MOAB‐2: 10 µm^2^; Iba‐1: 3 µm^2^; NeuN: 3 µm^2^). The total count per slice, average intensity and area for each substructure were compiled, analysed and graphed as appropriate. For plaque burden and microglia count, the total counts for each slice were normalized against area measured. Average FcγRIIb signal for microglia and neurons were calculated based on colocalization of signal with Iba‐1‐ and NeuN‐positive structures, respectively. Unless otherwise stated, all graphs and statistical analyses were generated using GraphPad Prism (v. 8.4.3).

### 2.9 Statistics

In field electrophysiological recordings, the strength of the synaptic responses was measured as the slope of fEPSP (millivolts per millisecond). All data are represented as mean ± SEM. To test for statistical significance within group, the Wilcoxon signed‐rank test (represented as Wilcox) was applied to compare the mean normalized fEPSPs at specified time points with the fEPSP at −15 min (taken as the baseline fEPSP). To compare between different groups, the Mann–Whitney U test (represented as U test) was used. Differences were considered as statistically significant when *p* < 0.05. Nonparametric tests were selected because a Gaussian normal distribution could not always be assumed due to the small sample size per series and analyses of prolonged recordings (Pang et al., 2019; Sajikumar & Korte, 2011). “n” represents the number of slices in in vitro electrophysiology or number of animals in behavioural experiments. Slices from a minimum of 3–4 biological replicates were used for all in vitro and biochemistry experiments. Statistical comparisons for behavioural tagging were performed using unpaired Student's *t* test or one‐way ANOVA (parametric) (Krishna‐K et al., 2020; Wong et al., 2019). *p* < 0.05 was considered as the cut‐off for statistically significant differences.

## 3 RESULTS

### 3.1 Faster decay of STET‐induced L‐LTP in female APP/PS1 mice

In order to study long‐term potentiation (LTP) in APP/PS1 mice, we applied STET in four groups of animals: WT males and females, APP/PS1 males and females. In both male and female WT animals, STET application in synaptic input S1 resulted in L‐LTP that lasted for 240 min (Figure 1b,c; Figure 1b, n = 6, 1‐min Wilcox, *p* = 0.03, 1‐min U test, *p* = 0.002, 240‐min Wilcox, *p* = 0.03, 240‐min U test, *p* = 0.002; Figure 1c; n = 7, 1‐min Wilcox, *p* = 0.02, 1‐min U test, *p* = 0.0006, 240‐min Wilcox, *p* = 0.02, 240‐min U test, *p* = 0.005). We did not find a statistically significant difference in the potentiation between WT males and females at any compared time points *(*U test, *p* > 0.05; Figure 1b,c). However, in both male and female APP/PS1 mice, the same experimental design yielded a decaying form of LTP with an observable faster decay of potentiation in females compared with males (Figure 1d,e). STET resulted in an E‐LTP that lasted for 180 min in AD males (Figure 1d, n = 7, Wilcox, *p* = 0.07, U test, *p* = 0.08; 1‐min Wilcox, *p* = 0.008, 1‐min U test, *p* = 0.0002, 240‐min Wilcox, *p* = 0.25, 240‐min U test, *p* = 0.279). However, LTP in AD females resulted in an E‐LTP that lasted only 95 min (Figure 1e, n = 7, Wilcox, *p* = 0.109, U test, *p* = 0.07; 1‐min Wilcox, *p* = 0.008, 1‐min U test, *p* = 0.0002, 240‐min Wilcox, *p* = 0.469, 240‐min U test, *p* = 0.13). The faster decay of LTP in females was significant from 30 min (Figure 1d,e; 30‐min U test, *p* = 0.02). Control baseline stimulation of input S2 in all groups revealed stable potentials throughout the entire recording time period of 240 min. Overall, our results showed faster decay of STET‐induced L‐LTP in APP/PS1 females compared with males.

### 3.2 Faster decay of TBS‐induced L‐LTP in female APP/PS1 mice

Next, we examined theta burst stimulation (TBS) induced L‐LTP using 50 bursts at 5 Hz. TBS resulted in a robust L‐LTP in both male and female WT animals (Figure 4a,b), which lasted for 240 min (Figure 4a, n = 7,1‐min Wilcox, *p* = 0.016, 1‐min U test, *p* = 0.0006, 240‐min Wilcox, *p* = 0.03, 240‐min U test, *p* = 0.002; Figure 4b; n = 7, 1‐min Wilcox, *p* = 0.01, 1‐min U test, *p* = 0.0006, 240‐min Wilcox, *p* = 0.015, 240‐min U test, *p* = 0.0006). We did not observe any difference in the amplitude of LTP between male and female WT animals at any compared time points (Figure 4a,b, *p* > 0.05). As expected, we saw an impairment in TBS‐LTP in both male and female APP/PS1 mice (Figure 4c,d). TBS resulted in an E‐LTP, and the potentiation was significant until 90 min in males (Wilcox, *p* = 0.079, U test, *p* = 0.05; Figure 4c; n = 7, 1‐min Wilcox, *p* = 0.016, 1‐min U test, *p* = 0.0006, 240‐min Wilcox, *p* = 0.2188, 240‐min U test, *p* = 0.2403). In females, the potentiation remained significant only until 70 min (Wilcox test, *p* = 0.084, U test, *p* = 0.1; Figure 4d, n = 10, 1‐min Wilcox, *p* = 0.002, 1‐min U test, *p* = <0.0001, 240‐min Wilcox, *p* = 0.47, 240‐min U test, *p* = 0.72). Interestingly, we also observed a difference in the induction of TBS‐LTP in both sexes of APP/PS1 mice (Figure 4c,d; 5‐min U test, *p* = 0.02). Overall, our results showed reduced induction and faster decay of TBS‐induced L‐LTP in APP/PS1 females as compared to males.

**FIGURE 4:**
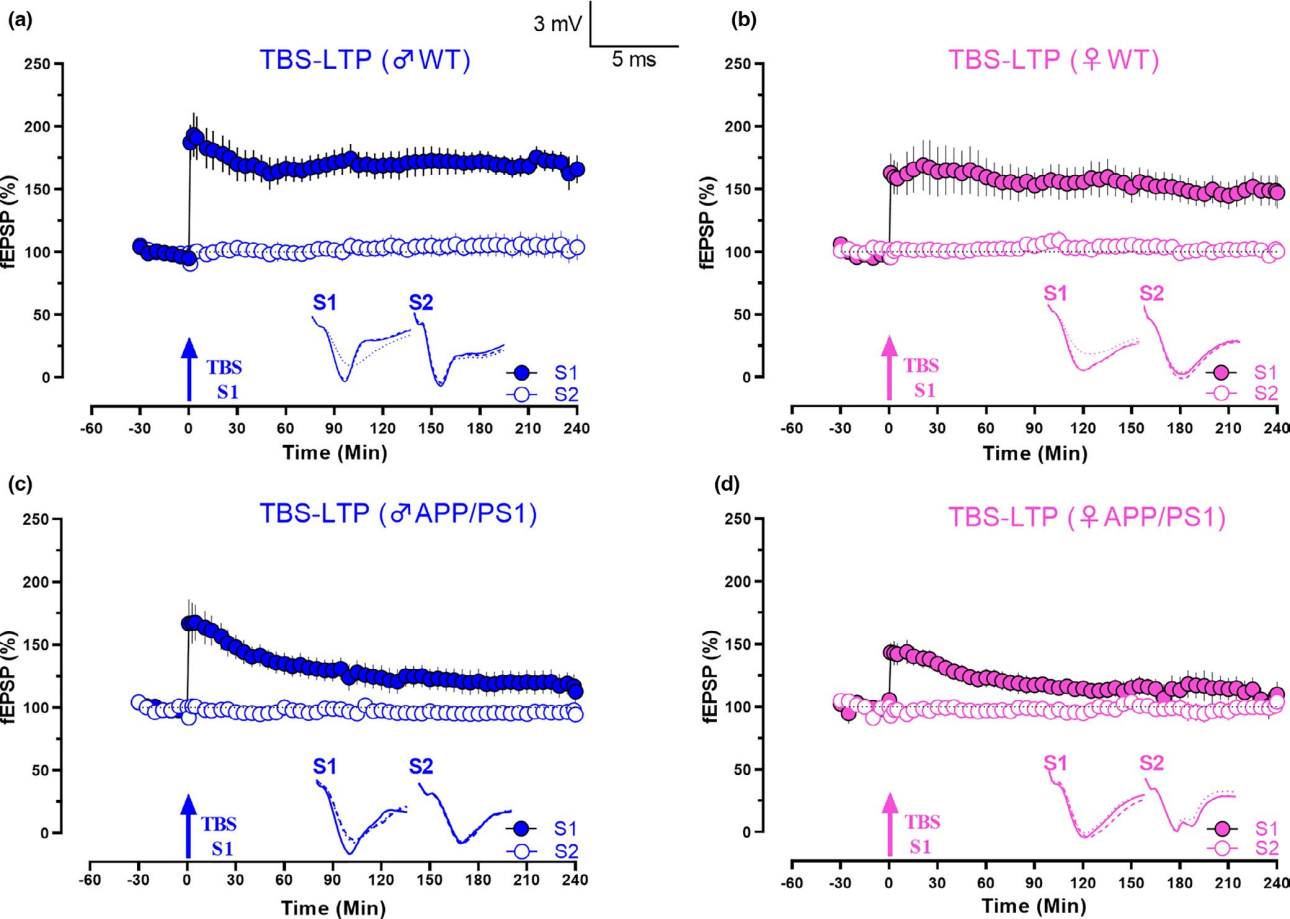
APP/PS1 females show a faster decay in TBS‐LTP. (a) Theta burst stimulation resulted in an increase in synaptic response in S1 (blue, filled circles) that lasted for 4 h, while the control input S2 (blue, open circles) remained stable for 4 h in male WT mice (n = 7). (b) Late‐ LTP was maintained for 4 h, when TBS was applied to S1 (pink filled circles) in female WT mice (n = 7). (c) TBS applied to S1 (blue, filled circles) resulted only in an E‐LTP that gradually decayed to baseline in male APP/PS1 mice (90‐min Wilcox, *p* = 0.079, U test, *p* = 0.05; n = 7). (d) TBS was delivered to S1 (pink, filled circles) in female APP/PS1 mice again showed only an early form of LTP (70‐min Wilcox test, *p* = 0.084, U test, *p* = 0.1; n = 10). Control inputs in all remained stable (open circles). Solid single arrow represents the time of induction of TBS stimulation in S1. Scale bars: vertical, 2 mV; horizontal, 3 ms. Error bars indicate ±SEM. Symbols and analogue traces as in Figure 1

### 3.3 Faster decay of population spike timing‐dependent plasticity in female APP/PS1 mice

Spike timing‐dependent plasticity is a phenomenon where the order and precise timing of spikes determine the direction and magnitude of plasticity and is often considered as the first law of synaptic plasticity (Dan & Poo, 2006; Feldman, 2012). Compared with STET and TBS, where the stimulus is delivered to the entire presynaptic axon, the minimal nature of STDP protocols, which requires only pairing of spikes, makes it a comprehensive learning rule for synapses (Shouval et al., 2010). We have reported earlier that coincidental pre‐ and postsynaptic stimulation induces persistent potentiation in the CA1 area of rat hippocampal slices (Pang et al., 2019). Thus, we first tested pSTDP by pairing pre‐ and postsynaptic inputs at 0 ms (S0; relative timing interval between S0 and S1 stimulations Δt = 0 ms) in male and female WT mice (Figure 2b,c). Long‐lasting potentiation was observed until 240 min in both male and female WT mice (Figure 2b, n = 6, 5‐min Wilcox, *p* = 0.03, 5‐min U test, *p* = 0.002, 240‐min Wilcox, *p* = 0.03, 240‐min U test, *p* = 0.002; Figure 2c, n = 10, 5‐min Wilcox, *p* = 0.002, 5‐min U test, *p* = <0.0001, 240‐min Wilcox, *p* = 0.009, 240‐min U test, *p* = 0.007).

Next, we repeated the same experiments in APP/PS1 mice. As expected, pSTDP in both male and female mice was impaired in pSTDP (Figure 2d,e) resulting only in an E‐LTP. Statistically significant pSTDP maintained until 70 min in males (Wilcox, *p* = 0.02, U test, *p* = 0.1), and only until 40 min in females (Wilcox, *p* = 0.2, U test, *p* = 0.0830; Figure 2d; n = 6, 5‐min Wilcox, *p* = 0.03, 5‐min U test, *p* = 0.002, 240‐min Wilcox, *p* = 0.6, 240‐min U test, *p* = 0.4; Figure 2e; n = 8, 5‐min Wilcox, *p* = 0.016, 5‐min U test, *p* = 0.001, 240‐min Wilcox test, *p* = 0.2, 240‐min U test, *p* = 0.5). Significant differences in the amplitude of potentiation in pSTDP were observed between APP/PS1 males and females at 5 min and 120 min (Figures 2d,e, 5‐min U test, *p* = 0.02, 120‐min U test, *p* = 0.04), suggesting that the decay of timing‐induced plasticity at 0 ms was faster in females than in males.

### 3.4 Impaired STDP in APP/PS1 mice with forward and backward pairing of synaptic activity at 10 ms

Next, we wanted to examine whether the persistence of plasticity is affected in APP/PS1 mice by changing the timing and order of pre‐ and postsynaptic activity. Forward pairing of pre‐ and postsynaptic stimulations at a positive time interval of 10 ms (Δt = +10) in WT male and female mice resulted in persistent pSTDP that lasted 240 min (Figure 5a,b; Figure 5a, n = 7, 5‐min Wilcox, *p* = 0.0156, U test, *p* = 0.006, 240‐min Wilcox, *p* = 0.02, U test, *p* = 0.006; Figure 5b, n = 7, 5‐min Wilcox, *p* = 0.02, U test, *p* = 0.01, 240‐min Wilcox, *p* = 0.02, U test, *p* = 0.02). The potentiation observed at Δt = 10 ms in Figure 5a,b was similar to the one elicited by simultaneous pre‐ and postsynaptic stimulations as in Figure 2b,c. However, when the same set of experiments was repeated in male and female APP/PS1 mice, we observed a decremental pSTDP (E‐LTP; Figure 5c,d). In male APP/PS1 mice, the synaptic potentials remained significant until 60 min (Figure 2c, n = 6, Wilcox, *p* = 0.63, U test, *p* = 0.1), while in females, it lasted only until 55 min (Figure 5d, n = 6, Wilcox, *p* = 0.94, U test, *p* = 0.09).

**FIGURE 5:**
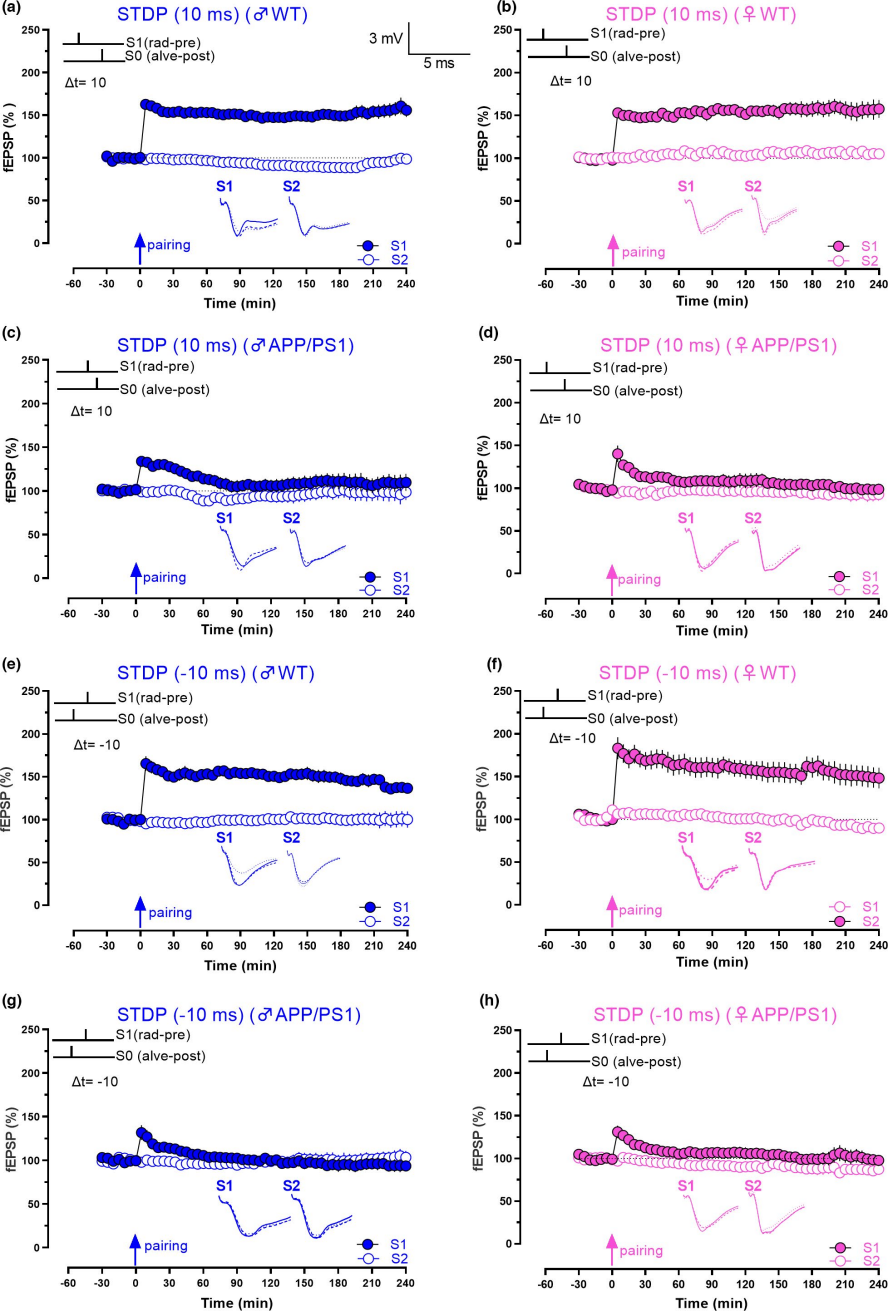
Synaptic rules for STDP are altered in APP/PS1 mice. (a) Forward pairing of pre‐ and postsynaptic stimulations at positive time interval of 10 ms led to persistent potentiation of synaptic responses in the synaptic input S1 (blue, filled circles) in male WT mice (n = 7). (b) Persistent potentiation of 4 h was observed in the synaptic input S1 (pink, filled circles) using the same experimental paradigm as in A in female WT mice (n = 7). (c) Pairing of pre‐ and postsynaptic inputs as in A and B in male APP/PS1 mice resulted only in a short‐lasting LTP in S1 (blue, filled circles; 60‐min Wilcox, *p* = 0.63, U test, *p* = 0.1; n = 6). (d) Pairing at positive time interval of 10 ms in female APP/PS1 mice resulted only in a short‐lasting potentiation in S1 (pink, filled circles; 55‐min Wilcox, *p* = 0.94, U test, *p* = 0.09; n = 6). (e) Backward pairing or repeated pairing (arrow) of alveus stimulation (S0) with subsequent Schaffer collateral stimulation in S1 (blue, filled circles) with a relative time lag of −10 ms resulted in a persistent potentiation lasting 4 h in S1 (blue, filled circles) in male WT mice. (n = 7). (f) Same experiment was repeated in female WT, which also resulted in a persistent potentiation lasting 4 h in S1 (pink, filled circles), (n = 7). (g) Backward pairing at −10 ms in male APP/PS1 mice resulted in a decremental LTP (blue, filled circles) in S1 (20‐min, Wilcox, *p* = 0.08, U test, *p* = 0.1; n = 7). (h) In female APP/PS1 mice also, only a decremental LTP was observed in S1 (pink, filled circles) after backward pairing at time interval of 10 ms (15‐min Wilcox, *p* = 0.06, U test, *p* = 0.06; n = 7). Solid single arrow represents the time of pairing. Scale bars: vertical, 2 mV; horizontal, 3 ms. Error bars indicate ±SEM. Symbols and analogue traces as in Figure 1

Next, we explored whether backward pairing with a time interval of 10 ms has any effect on the persistence of potentiation (Δt = −10 ms). Similar to Figure 5a,b, we observed a long‐lasting pSTDP in both WT males and females that lasted 240 min (Figure 5e,f; Figure 5e, n = 7, 5‐min Wilcox, *p* = 0.03, U test, *p* = 0.002, 240‐min Wilcox, *p* = 0.04, U test, *p* = 0.04; Figure 5f, n = 7, 5‐min Wilcox, *p* = 0.04, U test, *p* = 0.002, 240‐min Wilcox, *p* = 0.03, U test, *p* = 0.002). However, when the same experiments were repeated in APP/PS1 mice, the pSTDP was impaired in both males and females resulting only in a short‐term potentiation (STP; Figure 5g,h). In APP/PS1 males, statistically significant potentiation was maintained until 20 min (Figure 5g, n = Wilcox, *p* = 0.08, U test, *p* = 0.1), while in females, potentiation sustained only until 15 min (Figure 5h, n = 6, Wilcox, *p* = 0.06, U test, *p* = 0.06).

### 3.5 Associative memory showed higher decline in females than in males

In order to study whether the synaptic plasticity deficits observed in hippocampal slices were reflected in hippocampus‐dependent memory tasks, we studied associative memory in WT and APP/PS1 mice using the behavioural tagging (BT) paradigm (Moncada & Viola, 2007; Wong et al., 2019). In BT, spatial novelty in the form of an open field (OF) induces the synthesis of plasticity‐related proteins that will be captured by a subsequent weak stimulus in the form of a mild foot shock (weak memory), thus allowing weaker memories to be consolidated into long‐term memories according to the synaptic tagging and capture hypothesis (Moncada & Viola, 2007; Shetty & Sajikumar, 2017). It has been demonstrated earlier that a weak memory can be consolidated into a strong memory, if it occurs in close association with a strong stimulus (OF) (Moncada & Viola, 2007). Memory was measured as the latency to step down onto the bars, and a longer step‐down latency indicates a stronger memory association. The time points are typically used to assess short‐term memory (STM: 1 h after the training session), long‐term memory (LTM: 24 h after training) and remote LTM (7 days after training), respectively.

In the control group (weak IA alone), four sets of animals (WT male and female and APP/PS1 male and female) were subjected to a weak foot shock and tested for inhibitory avoidance (IA) by measuring step‐down latency at various time points after training (1, 24 h, 7 days; Figure 3a). In the experimental BT group (OF before weak IA), another four sets of mice were subjected to the same conditions as the control group, except that they were first exposed to OF for 10 min prior to the application of a weak foot shock (Figure 3b).

In the control group, when latency for training was compared with latency for test sessions, significant difference was observed at 1 h, but not at 24 h and 7 days in WT and APP/PS1 males (WT males; Figure 3a, blue solid bars, 1 h, *p* = <0.0001; 24 h, *p* = 0.06; 7 days, *p* = 0.3; APP/PS1 males; Figure 3a, open blue bars, 1 h, *p* = <0.0001; 24 h, *p* = 0.09; 7 days, *p* = 0.9). Similar findings were observed in WT and APP/PS1 females (WT females; Figure 3a, solid pink bars, 1 h, *p* = <0.0001; 24 h, *p* = 0.2; 7 days, *p* = 0.7; APP/PS1 females; Figure 3a, open pink bars, 1 h, *p* = 0.003; 24 h, *p* = 0.08; 7 days, *p* = 0.6). Our results show that mild foot shock induces STM but not LTM or remote memories in all groups of mice.

Notably, while both APP/PS1 males and females recalled weak IA learning at 1 h, the mutant mice still exhibit significant impairment when compared to their WT counterparts (male WT [solid blue bars] vs male APP/PS1 [open blue bars] at 1 h, U test, *p* = 0.0023; female WT [solid pink bars] vs female APP/PS1 [open pink bars], U test, *p* = 0.0022).

In the BT group, where OF preceded weak IA, both WT males and females showed STM (1 h), LTM (24 h) and remote memory lasting 7 days (Figure 3b, solid blue bars and solid pink bars, respectively; WT males; 1 h, *p* = <0.0001; 24 h, *p* = <0.0001; 7 days, *p* = <0.0001; WT females; 1 h, *p* = <0.0001; 24 h, *p* = <0.0001; 7 days, *p* = <0.0001). The APP/PS1 males showed LTM at 24 h, but not remote memory at 7 days (APP/PS1 males; open blue bars, 1 h, *p* = 0.003; 24 h, *p* = 0.004; 7 days, *p* = 0.1), whereas in APP/PS1 females, both LTM and remote memory were abolished (APP/PS1 females; 1 h, *p* = 0.003; 24 h, *p* = 0.3; 7 days, *p* = 0.98).

APP/PS1 mice in the BT group showed a deficit in learning relative to WT mice of the same sex at all time points (Figure 3b, WT male [solid blue bars] vs APP/PS1 males [open blue bars] at 1 h, U test, *p* = 0.001; WT female [solid pink bars] vs APP/PS1 females at 1 h, U test, *p* = 0.0007). When latency was compared at 24 h and 7 days post‐training, similar results were observed (24 h, WT male vs APP/PS1 males, U test, *p* = 0.0003, WT female vs APP/PS1 female, U test, *p* = 0.0007); 7 days post‐training, WT male vs APP/PS1 males, U test, *p* = 0.0003, WT female vs APP/PS1 female, U test, *p* = 0.0007).

In addition, the BT paradigm also uncovered subtle sex‐specific differences at 24 h and 7 days in APP/PS1 mice, when compared between the groups (APP/PS1 males vs APP/PS1 females; 24 h, U test, *p* = 0.009; 7 days, U test, *p* = 0.007; in the control group, male APP/PS1 [open blue bars] vs female APP/PS1 [open pink bars] at 1 h, U test, *p* = 0.0076; Figure 3a). Comparison of step‐down latency between WT males and females did not show significant difference at any points.

Our results indicate that exposing mice to OF prior to weak IA stimuli enhanced learning across all time points for both WT males and females. However, in APP/PS1 males, STM and LTM remained intact while remote memory was abolished. In contrast, female APP/PS1 mice showed STM but LTM and remote memory were abolished. Thus, female APP/PS1 are able to acquire IA memory, while they show impairment in the formation of IA‐LTM.

### 3.6 Activation of neuroinflammatory genes and downregulation of plasticity‐related genes in APP/PS1 female mice

We investigated gene expression in the hippocampus of 4‐ to 5‐month‐old APP/PS1 and WT subjects of both sexes using RNAseq. 

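RNA was sequenced from the whole right hippocampus of 4 APP/PS1 females, 2 WT females, 4 APP/PS1 males and 2 WT males aged 4.5 months, so each sex rests on 2 WT animals. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR and counted them per Ensembl gene with HTSeq, and the values analysed here are those counts without normalization. The paper states a depth of 45 M paired-end reads per sample. The counts on genes, which are the depth used here, ranged from 36714316 to 43993432 with a median of 38129003 in APP/PS1 females, and were 37750056 and 45266162 in WT females. They ranged from 38740224 to 44301634 with a median of 41391400 in APP/PS1 males, and were 38332826 and 50643565 in WT males. The count table lists 55573 genes, of which 21952 had no count in any sample. The 14008 genes with a log2 CPM, which is scaled to the library size, of at least 1 in at least 3 samples were tested. A CPM of at least 1 in as many samples would retain 15521 genes. Counts were scaled by upper-quartile factors. The model also held 2 RUV factors, which estimate unwanted variation from control genes, here all genes except the 5000 top-ranked in a first-pass test over the groups. The paper's methods give the same number of factors and such control genes, and its text does not name the contrast of the first pass. Genes were tested with edgeR's quasi-likelihood test, whereas the paper used edgeR's likelihood ratio test, and all 12 animals shared a dispersion estimate.
The procedure was run on a single set of simulated counts in which 200 of 14008 genes were changed in females. Each of these had an absolute log2 fold change of at least 1, and genes of the lowest expression were not among them. An unwanted factor was added to the counts. The recovery of single genes with smaller changes was not tested. On these counts the procedure called 198 of the changed genes, and 13.9% of its calls were false, which is above the FDR threshold of 0.1. With edgeR's likelihood ratio test 18.0% of the calls were false and with DESeq2 20.3%. The quasi-likelihood test without RUV factors gave 3.30% false calls and called 176 of the changed genes. The libraries also differed in transcripts of the choroid plexus. Ttr was between 3530 and 6362 CPM in APP/PS1 female 1, APP/PS1 male 2 and WT female 2, and between 2.69 and 18.3 CPM in the other libraries. The first RUV factor took the values 0.471, 0.549 and 0.448 in those 3 libraries and values from -0.278 to -0.0721 in the others. Gene positions are those of GENCODE release M21 on GRCm38, and genes named are protein-coding unless said otherwise. Genes that overlap another annotated gene on the same strand, or antisense to it, are given as uncertain, since the paper's text does not state the strand option of the counting.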

We detected 323 and 152 differentially expressed genes (DEGs) in female and male APP/PS1 mice, respectively, as compared to WT (with an overlap of 92 DEGs; FDR <0.1), indicating that there is a greater effect of AD pathology on gene expression in female mice at this age (Figure 6a,b and Figure S1a). 

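At an FDR under 0.1 with Benjamini-Hochberg adjustment, 108 genes differed between APP/PS1 and WT females, 103 of them higher and 5 lower in APP/PS1. In males 24 genes differed, all higher in APP/PS1. The sexes shared 23 of these DEGs. With edgeR's likelihood ratio test 288 genes differed in females, 142 in males and 89 in both, and with DESeq2 297, 146 and 95. The likelihood ratio test with a CPM filter was chosen after seeing the data. The paper's methods name that test, and the filter retains 15521 genes, the number that the paper tested. Of the alternatives that left out no animal, this combination gave the most DEGs in males, 165, with 321 in females and 103 in both. Each sex fitted alone without RUV factors gave the fewest in males, 8, with 85 in females. The fewest in females, 63, with 16 in males, were called at an FDR under 0.05, and without RUV factors the numbers were 67 and 21. At an unadjusted p under 0.05, 1372 genes differed in females and 799 in males. Of the female DEGs, 103 changed in the same direction in males and 83 had an unadjusted p under 0.05 there.
With single APP/PS1 animals left out in turn, the number of DEGs lay between 64 and 156 in females and between 9 and 44 in males, and females had more DEGs than males in each of the 8 fits. The female count was 64 without APP/PS1 female 2. The male count was 41 without APP/PS1 female 3, 9 without APP/PS1 male 2 and 44 without APP/PS1 male 3. The number shared by the sexes was 8 without APP/PS1 male 2 and 35 without APP/PS1 male 3. An absolute log2 fold change above 1 was reached by 65 of the female and 15 of the male DEGs. The former number was 43 without APP/PS1 female 2, and the latter 9 without APP/PS1 male 1, 6 without APP/PS1 male 2 and 24 without APP/PS1 male 3. When the sex labels were permuted within genotype, 40 of 100 assignments, the real one included, gave as large a difference between the sexes in the number of DEGs, in either direction. From the larger number of DEGs in females, the paper concludes that the pathology has the greater effect on gene expression in females at this age.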

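Thy1 (ENSMUSG00000032011; chromosome 9, 44043384 to 44048579, plus strand) was at 2724 ± 395 (SD, n = 4) normalized CPM in APP/PS1 females and 735 ± 3.53 (SD, n = 2) in WT females, and at 2394 ± 174 (SD, n = 4) in APP/PS1 males and 736 ± 14.7 (SD, n = 2) in WT males. Its log2 fold change was 1.89 in females (standard error 0.13, adjusted p = 2.0e-04 from edgeR's quasi-likelihood test) and 1.70 in males (standard error 0.12, adjusted p = 3.0e-04). Cst7 (ENSMUSG00000068129; chromosome 2, 150570415 to 150578944, plus strand) had a log2 fold change of 6.94 in females (standard error 0.49, adjusted p = 2.0e-04) and 7.16 in males (standard error 0.53, adjusted p = 3.0e-04). The size of the Cst7 change is uncertain, since it had 1 to 4 counts in the WT libraries, and it was 8.19 in males without WT male 2. Itgax (ENSMUSG00000030789; chromosome 7, 128129547 to 128150657, plus strand) rose by a log2 fold change of 4.03 in females (adjusted p = 2.3e-04) and 4.08 in males (adjusted p = 7.0e-04), from 6 to 18 counts in the WT libraries. Ccl6 (ENSMUSG00000018927; chromosome 11, 83587882 to 83593087, minus strand, uncertain because of 1 antisense gene) rose by 3.09 in females (adjusted p = 7.6e-04) and 2.80 in males (adjusted p = 0.00172).
Clec7a (ENSMUSG00000079293; chromosome 6, 129461591 to 129472779, minus strand), which the annotation lists as a polymorphic pseudogene, rose by a log2 fold change of 5.96 in females (adjusted p = 0.0192) and 5.40 in males (adjusted p = 0.0539), from 4 to 7 counts in the WT libraries, and varied between 2.77 and 13.7 normalized CPM among APP/PS1 females. Without an expression filter Clec7a passed the FDR in neither sex (adjusted p = 0.120 in females and 0.286 in males), and in females its adjusted p lay between 4.0e-14 and 0.120 over the 24 alternatives with a test. In males it also did not pass without APP/PS1 male 1 (adjusted p = 0.139), APP/PS1 male 2 (adjusted p = 0.276) or APP/PS1 male 4 (adjusted p = 0.206), and its adjusted p lay between 1.5e-12 and 0.286 over the 24 alternatives with a test. Each APP/PS1 animal was above every WT animal for each of these 5 genes (for Thy1, exact permutation test over 495 splits, two-sided, p = 0.00202, the smallest p that the design allows). For none of the 5 was a difference between the sexes in the size of the rise detected, and their smallest adjusted interaction p was 0.995.

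**Figure D1:**
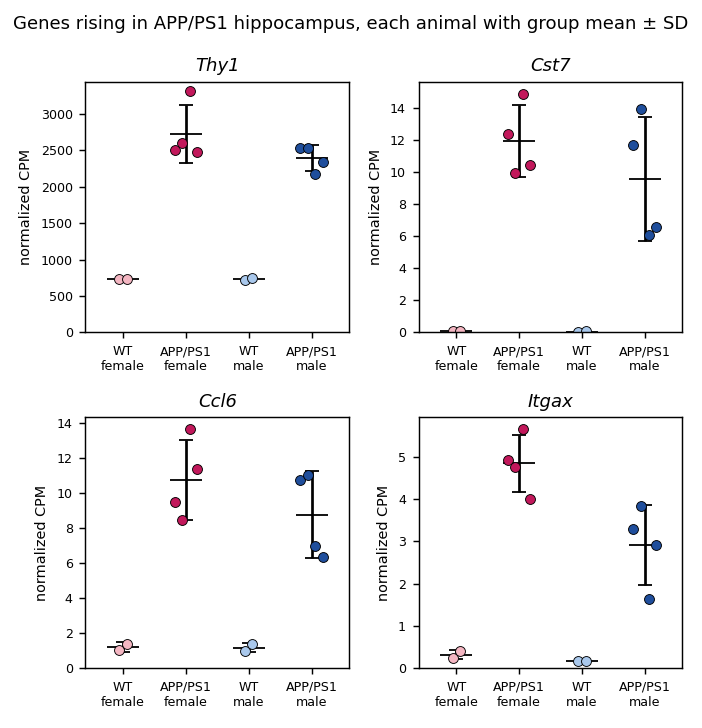
Normalized CPM (y axes, from 0) of Thy1, Cst7, Ccl6 and Itgax in each animal, by genotype and sex (x axes). Points are animals, horizontal lines are group means and error bars are SDs (n = 4 APP/PS1 and n = 2 WT animals per sex). Thy1 lies between 2173 and 3311 in the APP/PS1 animals and between 726 and 747 in the WT animals.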

For both sexes, the top upregulated genes are similar and associated with the immune system: *Thy1*, *Ccl6*, *Itgax*, *Clec7a and Cst7*.

**FIGURE 6:**
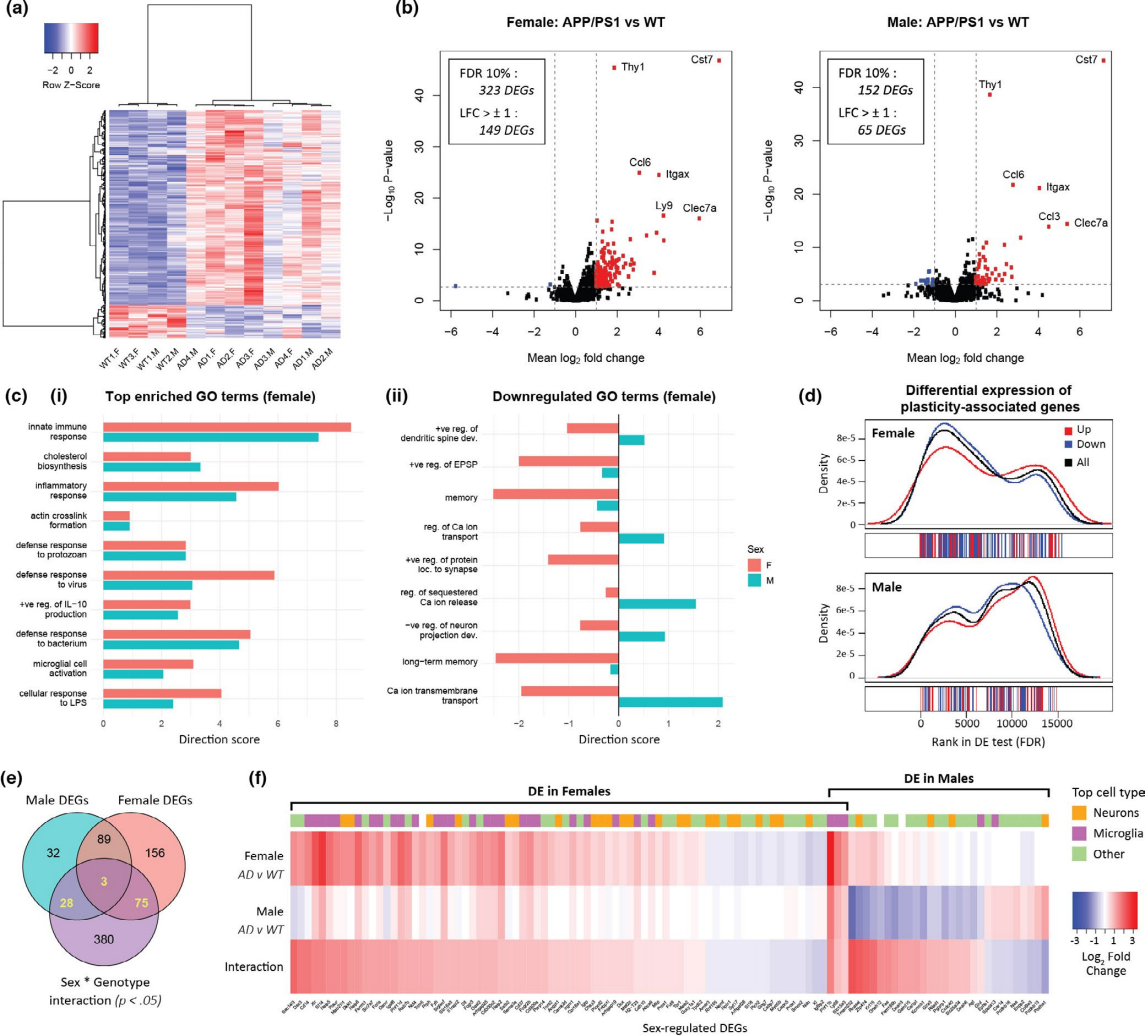
APP/PS1 female hippocampus is enriched in neuroinflammatory genes and depleted in genes associated with neuronal plasticity and memory. (a) Heatmap showing differentially expressed genes (DEGs) between APP/PS1 (AD) and wild‐type (WT) mice (n = 445; FDR <0.1). (b) Volcano plots showing log2 fold changes (LFCs) compared with *p*‐values from AD vs WT differential expression tests for female and male mice. (c) Enriched Gene Ontology terms sorted by *p*‐value in females (most significantly enriched at the top). Direction scores (DS) indicate overall up‐ or downregulation of genes in each term (abbreviations: +ve, positive; ‐ve, negative; reg., regulation; LPS, lipopolysaccharide; dev., development; EPSP, excitatory postsynaptic potential; Ca, calcium; loc., localization). (ci) Top enriched terms in females. (cii) Selected downregulated enriched terms associated with memory and plasticity (9/15 top terms with DS<0; *p* < 0.01). (d) Genes associated with the GO term “regulation of synaptic plasticity” ranked by FDR in DE tests comparing genotypes for each sex. Genes with higher expression in AD mice are indicated in red, and lower in blue. Density plots represent the probability that plasticity genes are found at each point in the ranked list. (e) Overlap between DEGs in male and female AD vs WT mice (FDR <0.1) and genes with a potential interaction effect (*p* < 0.05), indicating significantly different effects of genotype between sexes. The N = 106 genes overlapping between groups are sex‐regulated DEGs. (f) Heatmap of the sex‐regulated DEGs identified in 6E. Plot shows LFCs for females (AD v WT), males (AD v WT) and the interaction effect. A positive interaction effect indicates that a gene is more highly expressed in female than in male AD mice relative to WT mice of same sex, that is, upregulated in females or downregulated in males. For each gene, the cell type (neuron, microglia, or other) with highest expression in the transcriptome database of (Zhang et al., 2014) is indicated above the plot

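With the effects of both sexes averaged in a single contrast, 266 genes differed between APP/PS1 and WT animals at an FDR under 0.1, of which 245 were higher and 21 lower in APP/PS1. Without RUV factors 173 genes differed, and with edgeR's likelihood ratio test 396. Of 100 splits of the 12 animals into groups of 8 and 4, the real one included, 6 gave as many genes as the genotypes did in a model without sex-specific effects, which was 271 genes. Hmgcs1 (ENSMUSG00000093930; chromosome 13, 119690379 to 119708260, plus strand, uncertain because of 1 antisense gene), an enzyme of cholesterol synthesis and among the top genes in males, had a log2 fold change of 0.65 in the averaged contrast (standard error 0.060, adjusted p = 1.5e-04 from edgeR's quasi-likelihood test). Cd84 (ENSMUSG00000038147; chromosome 1, 171839697 to 171890718, plus strand), among the top genes in females, had one of 1.58 (standard error 0.14, adjusted p = 8.9e-05). Ly9 (ENSMUSG00000004707; chromosome 1, 171588624 to 171607410, minus strand, uncertain because of 1 antisense gene) rose by 4.30 in females (adjusted p = 0.00460) and 3.16 in males (adjusted p = 0.0234), from 1 to 14 counts in the WT libraries. Its female log2 fold change was 6.59 without WT female 1 and 3.44 without WT female 2. Ccl3 (ENSMUSG00000000982; chromosome 11, 83647844 to 83649355, minus strand) lay below the expression filter, with 2 and 9 counts in the WT females and 37 to 94 in the APP/PS1 females, and with 2 and 3 counts in the WT males and 35 to 77 in the APP/PS1 males. It passed the FDR in females with the CPM filter (log2 fold change 3.91, standard error 0.52, adjusted p = 0.00429) and without a filter (adjusted p = 6.7e-06), and in males with the same settings (adjusted p = 0.00771 and 7.9e-06).
Beside Syt17, 3 of the DEGs fell in each APP/PS1 female against both WT females. AI464131 (ENSMUSG00000046312; chromosome 4, 41495604 to 41503076, minus strand) had a log2 fold change of -0.37 in females (adjusted p = 0.0556). This gene did not pass the FDR without APP/PS1 female 2 (adjusted p = 0.136) or APP/PS1 female 3 (adjusted p = 0.110), and its adjusted p lay between 0.00271 and 0.186 over the 24 alternatives with a test. Plch2 (ENSMUSG00000029055; chromosome 4, 154983115 to 155056784, minus strand, uncertain because of 1 antisense gene) had one of -0.34 (adjusted p = 0.0660). Plch2 did not pass without APP/PS1 female 1 (adjusted p = 0.147) or APP/PS1 female 2 (adjusted p = 0.169), and its adjusted p lay between 0.00130 and 0.169 over the 24 alternatives with a test. Ndn (ENSMUSG00000033585; chromosome 7, 62346569 to 62350262, plus strand, uncertain because of 1 antisense gene) had one of -0.63 (adjusted p = 0.0887). Ndn did not pass without APP/PS1 female 2, APP/PS1 female 3, APP/PS1 female 4, APP/PS1 male 2 or APP/PS1 male 4 (adjusted p from 0.103 to 0.213), and its adjusted p lay between 5.8e-05 and 0.541 over the 24 alternatives with a test. Over all 28 alternative fits AI464131 lost the call in 7, Plch2 in 6 and Ndn in 11.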

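Among the 5 sex-regulated DEGs with the smallest interaction p were Igfbp2, Sec14l3, Dsc3 and Spata13, which had adjusted interaction p-values of 0.778 or above from edgeR's quasi-likelihood test. Igfbp2 (ENSMUSG00000039323; chromosome 1, 72824503 to 72852474, plus strand) had a log2 fold change of -0.66 in females (adjusted p = 0.0166) and 0.15 in males, an interaction effect of -0.81 (standard error 0.15). Its unadjusted interaction p was no longer under 0.05 in 4 alternative fits, among them those without APP/PS1 male 2 (0.415) and without RUV factors (0.182). Its normalized CPM was 67.1 in APP/PS1 female 1, 125 in APP/PS1 male 2 and 99.4 in WT female 2, the 3 libraries rich in choroid plexus transcripts, and between 12.2 and 20.2 in the others. Without APP/PS1 male 2 its log2 fold change was -0.34 in males and -1.05 in females. For Igfbp2, the log2 fold change of Igfbp2 in female APP/PS1 animals lay between -1.38 (without WT female 1) and -0.37 (without WT female 2) when single animals were left out. In females it did not pass the FDR without APP/PS1 female 2 (adjusted p = 0.118) or APP/PS1 male 2 (adjusted p = 0.669), and its adjusted p lay between 3.9e-06 and 0.998 over the 24 alternatives with a test. Sec14l3 (ENSMUSG00000054986; chromosome 11, 4064841 to 4077736, plus strand) rose by 1.52 in females (adjusted p = 0.0522) and had a log2 fold change of -0.51 in males. For Sec14l3, the log2 fold change of Sec14l3 in male APP/PS1 animals lay between -0.82 (without WT male 1) and -0.15 (without WT male 2) when single animals were left out. Sec14l3 did not pass without APP/PS1 female 2 (adjusted p = 0.127) or APP/PS1 female 3 (adjusted p = 0.110), and its adjusted p lay between 2.6e-04 and 0.226 over the 24 alternatives with a test.
Dsc3 (ENSMUSG00000059898; chromosome 18, 19960930 to 20002351, minus strand) rose by a log2 fold change of 1.39 in females (adjusted p = 0.0957) and had one of -0.37 in males. For Dsc3, the log2 fold change of Dsc3 in male APP/PS1 animals lay between -0.63 (without APP/PS1 male 3) and -0.25 (without WT male 1) when single animals were left out. When single APP/PS1 animals were left out it passed the FDR only in the fit without APP/PS1 male 3, and without the others its adjusted p rose to as much as 0.169. Over the 24 alternatives with a test it lay between 2.6e-04 and 0.193. Spata13 (ENSMUSG00000021990; chromosome 14, 60634001 to 60764556, plus strand) rose by 0.52 in males (adjusted p = 0.0631) and had a log2 fold change of -0.022 in females, which was 0.088 without WT female 1. Spata13 did not pass without APP/PS1 male 1 (adjusted p = 0.139), APP/PS1 male 2 (adjusted p = 0.183) or APP/PS1 male 3 (adjusted p = 0.101), and its adjusted p lay between 9.6e-05 and 0.499 over the 24 alternatives with a test. Both WT females lay below both WT males for Sec14l3, at a mean of 1.26 against 3.99 normalized CPM, and for Dsc3, at 2.51 against 6.76. They lay above both WT males for Spata13, at a mean of 21.4 against 17.3, and for Igfbp2, at 20.2 and 99.4 against 17.3 and 15.8. The 99.4 is that of WT female 2, which is rich in choroid plexus transcripts. For each of these genes the difference of WT females against WT males was thus opposite in sign to the interaction effect.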

To investigate biological processes that may be affected by the differential transcriptional response between male and female mice, we performed gene ontology (GO) analysis using Kolmogorov–Smirnov tests on genes ranked by FDR. As this method does not require a DE threshold, results can be directly compared between sexes. 

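No Gene Ontology annotation was used here. Gene lists written by hand were tested in its place with limma's camera, two-sided, with a preset correlation of 0.01 between genes and p-values adjusted over 9 lists. Limma's fry, which takes the correlation from the data, was run beside it. Of the 39 plaque-associated microglial genes written, the study also names 10. Of those written, 35 were tested, and 32 of these were higher in APP/PS1 females, with a median log2 fold change of 0.56 and a direction score of 4.90 (camera, adjusted p = 8.5e-62). Of 20 homeostatic microglial genes, 18 were higher, with a median of 0.67 (camera, adjusted p = 1.4e-18). All 16 interferon-response genes were higher, with a median of 0.99 (camera, adjusted p = 3.0e-26), and 9 of 10 reactive astrocyte genes were higher, with a median of 0.61 (camera, adjusted p = 1.1e-10). Retaining genes by a CPM minimum of 1 gave an astrocyte median of 0.37, and the plaque-associated median was 0.77 without an expression filter. Single genes passed the FDR less often. Over all genes tested 13 of the plaque-associated and 0 of the homeostatic genes did so, and 24 and 16 did so when adjusted over the list alone, which for genes that the study names is not independent evidence. At an unadjusted p under 0.05, 16 homeostatic genes differed. Of the interferon-response genes 4 passed over all genes and 15 when adjusted over the list alone, and of the astrocyte genes 3 and 5. With edgeR's likelihood ratio test 20, 10, 10 and 4 genes of these lists, in this order, passed over all genes, and with DESeq2 20, 11, 9 and 5. Over the alternatives that left out no animal the number at this FDR was 8 to 22 for the plaque-associated microglial genes, 0 to 12 for the homeostatic microglial genes, 3 to 11 for the interferon-response genes and 0 to 5 for the reactive astrocyte genes. Among the plaque-associated microglial genes the number called over all genes was 8 without APP/PS1 female 2. Among the homeostatic microglial genes the number called over all genes was 2 without APP/PS1 female 1, 1 without APP/PS1 female 3, 5 without APP/PS1 female 4, 5 without APP/PS1 male 1, 1 without APP/PS1 male 2 and 1 without APP/PS1 male 3. Among the interferon-response genes the number called over all genes was 8 without APP/PS1 male 1. Among the reactive astrocyte genes the number called over all genes was 1 without APP/PS1 female 2.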

We found that the top enriched terms in female mice indicated robust activation of the immune system, including increased cytokine production, and activation of microglia and innate inflammatory responses (Figure 6ci). 

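Tyrobp (ENSMUSG00000030579; chromosome 7, 30413760 to 30417585, plus strand) rose by a log2 fold change of 1.91 in APP/PS1 females (standard error 0.31, adjusted p = 0.0572 from edgeR's quasi-likelihood test), Trem2 (ENSMUSG00000023992; chromosome 17, 48346401 to 48354147, plus strand) by 1.85 (standard error 0.33, adjusted p = 0.0902) and Tlr2 (ENSMUSG00000027995; chromosome 3, 83836272 to 83841767, minus strand) by 1.87 (standard error 0.41, adjusted p = 0.0937). Over 28 alternative fits the call was lost in 4 for Tyrobp, 5 for Trem2 and 11 for Tlr2. Tyrobp did not pass without APP/PS1 female 2 (adjusted p = 0.117), and its adjusted p lay between 2.4e-09 and 0.189 over the 24 alternatives with a test. Trem2 did not pass without APP/PS1 female 1 (adjusted p = 0.123) or APP/PS1 female 2 (adjusted p = 0.179), and its adjusted p lay between 4.6e-07 and 0.256 over the 24 alternatives with a test. Tlr2 did not pass without APP/PS1 female 1, APP/PS1 female 2, APP/PS1 female 3, APP/PS1 male 2 or APP/PS1 male 3 (adjusted p from 0.106 to 0.297), and its adjusted p lay between 1.5e-04 and 0.481 over the 24 alternatives with a test. Ctss (ENSMUSG00000038642; chromosome 3, 95526786 to 95556403, plus strand, uncertain because of 1 overlapping gene on the same strand) rose by 1.39 (standard error 0.28) and did not pass the FDR of 0.1 over all genes (adjusted p = 0.138). It passed with edgeR's likelihood ratio test (adjusted p = 1.8e-04), and its adjusted p lay between 1.6e-05 and 0.394 over the 24 alternatives with a test.
The Naip genes are similar copies that lie together on chromosome 13 and between which the counting could have split reads, so their values are uncertain. Naip2 (ENSMUSG00000078945; chromosome 13, 100144063 to 100202092, minus strand, uncertain because of 1 overlapping gene on the same strand) rose by 1.78 (standard error 0.29, adjusted p = 0.0170 from edgeR's quasi-likelihood test) and Naip5 (ENSMUSG00000071203; chromosome 13, 100211739 to 100246323, minus strand) by 1.93 (standard error 0.33, adjusted p = 0.0250). Naip5 did not pass without RUV factors (adjusted p = 0.170), and its adjusted p lay between 2.5e-06 and 0.218 over the 24 alternatives with a test. Naip6 (ENSMUSG00000078942; chromosome 13, 100281121 to 100317674, minus strand) and Naip1 (ENSMUSG00000021640; chromosome 13, 100407764 to 100452869, minus strand, uncertain because of 1 antisense gene) lay below the expression filter. With genes of a CPM of at least 1 in at least 3 samples retained, Naip6 rose by 2.00 (standard error 0.43, adjusted p = 0.0716). Naip1 had between 1 and 12 counts per library.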

The upregulated inflammatory genes include *Cst7*, *Tyrobp*, *Trem2*, *Tlr2*, *Ctss and* members of the *Naip* family. Similar to female mice, immune genes were also significantly upregulated in male mice (Figure 6ci) although the top enriched terms in male mice were also linked to a range of other processes including G protein‐coupled receptor signalling and cellular adhesion (Figure S1b). 

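In APP/PS1 males, 32 of the 35 plaque-associated microglial genes were higher than in WT males, with a median log2 fold change of 0.52 (camera, adjusted p = 7.8e-62), and 18 of the 20 homeostatic microglial genes were higher, with a median of 0.57 (camera, adjusted p = 1.2e-14). All 16 interferon-response genes were higher, with a median of 0.68 (camera, adjusted p = 2.8e-24). Over all genes tested 6 of the plaque-associated, 0 of the homeostatic and 2 of the interferon-response genes passed the FDR, and 27, 14 and 11 did so when adjusted over the list alone. At an unadjusted p under 0.05, 12 homeostatic genes differed. With edgeR's likelihood ratio test 18, 5 and 7 genes of these lists passed, in the same order, and with DESeq2 19, 7 and 7. The number was 4 to 20 for the plaque-associated microglial genes, 0 to 7 for the homeostatic microglial genes and 0 to 8 for the interferon-response genes over the alternatives that left out no animal. Among the plaque-associated microglial genes the number called over all genes was 12 without APP/PS1 female 3. Among the homeostatic microglial genes the number called over all genes was 1 without APP/PS1 female 4. Among the interferon-response genes the number called over all genes was 1 without APP/PS1 female 1, 1 without APP/PS1 female 4, 1 without APP/PS1 male 1, 0 without APP/PS1 male 2, 6 without APP/PS1 male 3 and 1 without APP/PS1 male 4.
The reactive astrocyte genes had a median of -0.067 in males (camera, adjusted p = 0.0714), with 0 genes called over all genes, 3 when adjusted over the list alone and 3 at an unadjusted p under 0.05. Those 3 all rose, by log2 fold changes from 0.85 to 1.02, while 6 of the 10 genes of the list were lower. Small camera p-values beside negative medians thus do not show a fall of the list. The likelihood ratio test called 3 genes of the list and DESeq2 3. The median was -0.11 without APP/PS1 female 1 (adjusted p = 0.0787), -0.075 without APP/PS1 female 3 (adjusted p = 0.00118), -0.051 without APP/PS1 female 4 (adjusted p = 0.0149), -0.11 without APP/PS1 male 1 (adjusted p = 0.172), 0.0079 without APP/PS1 male 3 (adjusted p = 0.00668) and -0.0071 without APP/PS1 male 4 (adjusted p = 0.0213). Its adjusted p lay between 0.00118 and 0.294 over the 23 alternatives with a test.
The difference between the sexes in these lists was tested as the interaction. Its median was 0.13 for the plaque-associated list (camera, adjusted p = 0.0108), 0.22 for the homeostatic list (camera, adjusted p = 0.0293), 0.17 for the interferon list (camera, adjusted p = 0.0508) and 0.43 for the astrocyte list (camera, adjusted p = 7.1e-06). Under fry the adjusted interaction p was 0.462 for the astrocyte list and 0.606 for each of the others, so no call held. G protein-coupled receptor signalling and adhesion terms were not analysed here.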

Another GO term strongly enriched in both sexes is related to cholesterol biosynthesis, a process that has been reported to be widely dysregulated in AD (Sun et al., 2015).

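All 22 cholesterol biosynthesis genes tested were higher in APP/PS1 animals of both sexes. Their median log2 fold change was 0.41 in females (camera, adjusted p = 8.3e-40) and 0.43 in males (camera, adjusted p = 5.7e-49), and the interaction was not significant (median 0.078; camera, adjusted p = 0.287). At an FDR under 0.1 over all genes, 9 of the genes were called in females and 5 in males, and 21 and 20 when adjusted over the list alone. Over all genes the likelihood ratio test called 14 and 15, and DESeq2 14 and 14, in females and males. The male number over all genes was 2 without APP/PS1 male 2. Hmgcs1 rose by 0.64 in females (adjusted p = 0.00656 from edgeR's quasi-likelihood test) and 0.66 in males (adjusted p = 0.00893).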

While the majority of GO terms described upregulated sets of genes, it is notable that the downregulated gene sets (direction score [DS] <0) in female mice were primarily associated with memory and plasticity, including regulation of calcium release and transport, and regulation of the development of dendritic spines and neuronal projections (Figure 6cii). These gene sets were not downregulated in male APP/PS1 mice (Figure 6cii). 

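A list of 130 genes of synaptic plasticity, written by hand and including the 6 plasticity genes that the study names, was tested in place of the Gene Ontology terms, and 129 of its genes passed the filter. In APP/PS1 females 86 of these genes were lower and 43 higher than in WT females, with a median log2 fold change of -0.047 and a direction score of -3.79 (camera, adjusted p = 5.5e-04). Without the 6 genes named by the study, 83 genes were lower and 40 higher (camera, adjusted p = 3.3e-04). With single animals left out the median was -0.018 without APP/PS1 female 1 (adjusted p = 0.213) and 5.4e-04 without WT female 1. The fits without a WT animal were not tested. Without RUV factors the median was -0.021 (camera, adjusted p = 0.0861), and the adjusted p lay between 4.4e-05 and 0.213 over the 23 alternatives with a test.
The neuronal markers had a median of -0.033 (camera, adjusted p = 0.132). It was 0.012 without APP/PS1 female 1 (adjusted p = 0.798), -0.017 without APP/PS1 female 2 (adjusted p = 0.460), -0.070 without APP/PS1 female 3 (adjusted p = 0.0386) and -0.0096 without APP/PS1 male 2 (adjusted p = 0.470). Without an expression filter it was -0.050 (camera, adjusted p = 0.0470), and the adjusted p lay between 0.0386 and 0.798 over the alternatives. The immediate early genes had a median of -0.14 (camera, adjusted p = 0.00290). Their adjusted p lay between 9.4e-05 and 0.446 over the 23 alternatives with a test, and the call was lost in 1 of them. Of the immediate early genes 0 were called in females over all genes and 0 when adjusted over the list alone, and of the neuronal markers 0 over all genes and 0 over the list alone, while 2 and 3 had an unadjusted p under 0.05.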

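In APP/PS1 males 59 of the 129 plasticity genes were lower and 70 higher than in WT males, with a median log2 fold change of 0.0062 (camera, adjusted p = 0.575). The sign of this median changed with the processing, being -0.0020 with DESeq2, -3.6e-05 with TMM scaling, -0.017 without the expression filter, -0.0036 without RUV factors, -0.0036 with the likelihood ratio test without RUV factors and -0.0036 with each sex fitted alone without RUV factors. With single animals left out it was 0.0096 without APP/PS1 female 4 (adjusted p = 0.510), 0.013 without APP/PS1 male 1 (adjusted p = 0.741), 0.013 without APP/PS1 male 2 (adjusted p = 0.631), 0.012 without APP/PS1 male 3 (adjusted p = 0.629), -0.0088 without WT male 1 and 0.018 without WT male 2, and the adjusted p lay between 0.0659 and 0.930 over the alternatives with a test. The immediate early genes had a median of -0.016 (camera, adjusted p = 0.0186). It was -0.0018 without APP/PS1 female 1 (adjusted p = 0.0787), -0.010 without APP/PS1 female 3 (adjusted p = 0.0164), -0.031 without APP/PS1 female 4 (adjusted p = 0.0149), -0.055 without APP/PS1 male 1 (adjusted p = 0.00769), -0.039 without APP/PS1 male 2 (adjusted p = 0.0566), -0.027 without APP/PS1 male 3 (adjusted p = 0.00149) and 0.028 without APP/PS1 male 4 (adjusted p = 0.371), with an adjusted p between 0.00149 and 0.371 over the alternatives. The neuronal markers had a median of 0.015 (camera, adjusted p = 0.334). It was 0.022 without APP/PS1 female 2 (adjusted p = 0.252), 0.0083 without APP/PS1 female 4 (adjusted p = 0.329), 0.0035 without APP/PS1 male 1 (adjusted p = 0.625), 0.043 without APP/PS1 male 2 (adjusted p = 0.0114) and 0.0085 without APP/PS1 male 3 (adjusted p = 0.561), with an adjusted p between 0.0114 and 0.963. Of the immediate early genes 0 were called in males over all genes and 0 when adjusted over the list alone, and of the neuronal markers 0 over all genes and 0 over the list alone, while 4 and 1 had an unadjusted p under 0.05.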

To extend this analysis, we examined the differential expression of all genes annotated to the GO term “regulation of synaptic plasticity” (n = 208) and found that these genes were both significantly altered and predominantly downregulated in females (*P* = 1.3 × 10^−5^, DS = −4.02), but not in males (*p* = 0.016, DS = −0.14; Figure 6d). 

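Direction scores were computed as in the paper, from the number of genes with positive and negative fold changes, and the direction score of the plasticity list in males was 0.968. The difference between the sexes was tested as the interaction, with a median log2 effect of -0.047 over the list, 85 genes negative and 44 positive (camera, adjusted p = 0.0108). The camera calls at an adjusted p under 0.05 were compared with fry. In females those of the plaque-associated microglial, homeostatic microglial, cholesterol biosynthesis, interferon-response and reactive astrocyte lists held under fry, and those of the synaptic plasticity, immediate early and choroid plexus lists did not. In males those of the plaque-associated microglial, cholesterol biosynthesis and interferon-response lists held, and those of the homeostatic microglial, immediate early and choroid plexus lists did not. No call of an interaction held. For the plasticity list in females fry gave an adjusted p of 0.0990. Compared with 10000 random lists matched on expression, the female median lay at the 0.03 percentile and the male median at the 92.9 percentile. These percentiles describe these libraries and treat genes as independent, which they are not. The list differs from the Gene Ontology term of the paper, so the values of both are not on the same footing.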

In summary, while immune genes are upregulated in both sexes, plasticity‐related genes are mainly downregulated in female APP/PS1 mice.

We next identified genes that were affected differently by APP/PS1 pathology in male and female mice. 

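The interaction [(AD.F - WT.F) - (AD.M - WT.M)] had an unadjusted p under 0.05 for 565 of 14008 genes, which is 4.03% where 5% would be expected without any effect. At an FDR under 0.1, 0 genes had an interaction, and the smallest adjusted p was 0.778 from edgeR's quasi-likelihood test. Among 100 assignments of sex labels permuted within genotype, the real one included, 71 gave as many genes with an interaction p under 0.05, and their median was 781. The number was 909 without APP/PS1 male 1. Without an expression filter, with 33621 genes tested, it was 1184.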

Of the protein‐coding genes that were differentially expressed between genotypes in either or both sexes, 106 had an interaction effect with a *P*‐value <0.05 (Figure 6e). 

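Of the 109 genes differentially expressed between genotypes in either sex, 33, all protein-coding, had an interaction p under 0.05. With single APP/PS1 animals left out in turn their number lay between 21 and 66. It was 21 without APP/PS1 female 3 and 66 without APP/PS1 male 1. Of the 33 genes, 8 met the criteria in each of the 8 fits. With DESeq2 105 genes met the criteria, and with edgeR's likelihood ratio test 104. Among 100 assignments of permuted sex labels, the real one included, 51 gave as many sex-regulated DEGs, and the median was 33.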

Approximately three quarters of these sex‐regulated DEGs were differentially expressed only in females (n = 75) with most of them upregulated (n = 58; Figure 6e,f). 

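Of the sex-regulated DEGs, 32 were called only in females, 28 of them higher and 4 lower in APP/PS1, and 1, Spata13, was called only in males. The number called only in females was 21 without APP/PS1 female 2, 17 without APP/PS1 female 3, 64 without APP/PS1 male 1 and 21 without APP/PS1 male 3. The number called higher only in females was 14 without APP/PS1 female 3, 56 without APP/PS1 male 1 and 18 without APP/PS1 male 3. A call in females alone does not show a difference between the sexes by itself, and each of these genes was retained by an unadjusted interaction p. For 24 of the 33 genes (72.7%) the WT females and WT males differed by more than the APP/PS1 females and males did. Counts simulated with a single genotype effect for both sexes gave a median of 73.2%.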

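The sex-regulated DEGs called higher only in females include Fcgr3, Ly86, Cd37 and Oasl2, genes of immune function that were singled out after their values were seen, so they do not show what share of these DEGs is microglial. The hand-written plaque-associated and homeostatic microglial lists hold 0 of these DEGs. This overlap was almost fixed in advance and decides nothing, since a sex-regulated DEG needs an unadjusted interaction p under 0.05, which of these lists only Cadm1, named after its values were seen, had, and it is uncertain because of 1 overlapping gene on the same strand and 1 antisense gene. Fcgr3 (ENSMUSG00000059498) rose by a log2 fold change of 1.24 in females (adjusted p = 0.0906 from edgeR's quasi-likelihood test) and 0.32 in males, and it is uncertain because of 1 overlapping gene on the same strand and because it is a paralog of Fcgr2b. Ly86 (ENSMUSG00000021423) rose by 1.70 in females (adjusted p = 0.0422) and 0.88 in males, Cd37 (ENSMUSG00000030798), uncertain because of 1 antisense gene, by 1.35 in females (adjusted p = 0.0157) and 0.57 in males, and Oasl2 (ENSMUSG00000029561) by 1.42 in females (adjusted p = 0.00656) and 0.56 in males. These 4 genes had positive log2 fold changes in both sexes and passed the FDR only in females. Naip5 had an interaction effect of 1.52 (standard error 0.45, adjusted p = 0.995).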

Once again, consistent with our overall observations, many of these female‐specific DEGs are highly expressed in microglia and involved in immune and inflammatory processes (Figure 6f). 

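Mef2c (ENSMUSG00000005583; chromosome 13, 83504034 to 83667080, plus strand) rose by a log2 fold change of 0.57 in APP/PS1 females (standard error 0.10, adjusted p = 0.0383 from edgeR's quasi-likelihood test) and had an interaction effect of 0.48 (standard error 0.14). Fcgr2b (ENSMUSG00000026656) rose by 1.47 in females (standard error 0.25, adjusted p = 0.0297) and Syt17 (ENSMUSG00000058420; chromosome 7, 118380717 to 118448222, minus strand) had a log2 fold change of -0.38 (standard error 0.073, adjusted p = 0.0450). Sema3a (ENSMUSG00000028883; chromosome 5, 13125414 to 13602565, plus strand, uncertain because of 3 overlapping genes on the same strand and 1 antisense gene) rose by 0.81 (standard error 0.19, adjusted p = 0.107). Nptx1 (ENSMUSG00000025582; chromosome 11, 119538719 to 119547753, minus strand) had a log2 fold change of -0.29 (adjusted p = 0.163) and Myo5b (ENSMUSG00000025885; chromosome 18, 74440936 to 74771493, plus strand, uncertain because of 1 antisense gene) one of -0.38 (adjusted p = 0.163). Sema3a, Nptx1 and Myo5b thus did not pass the FDR of 0.1 over all genes, and passed it with edgeR's likelihood ratio test (adjusted p = 0.0110, 0.0531 and 0.0323). Over the alternatives with a test their adjusted p lay between 0.0110 and 0.286 for Sema3a, 0.0280 and 0.934 for Nptx1, and 0.0197 and 0.578 for Myo5b. Sema3a also passed without APP/PS1 male 1 (adjusted p = 0.0677) or APP/PS1 male 4 (adjusted p = 0.0841).
Syt17 lost the call in 6 of 28 alternative fits, among them those without APP/PS1 female 1 (adjusted p = 0.167), APP/PS1 female 2 (adjusted p = 0.139) or APP/PS1 male 2 (adjusted p = 0.145), and its adjusted p lay between 7.8e-04 and 0.405 over the 24 alternatives with a test. Mef2c did not pass without APP/PS1 female 2 (adjusted p = 0.103), and its adjusted p lay between 3.3e-06 and 0.103 over the 24 alternatives with a test. Without WT female 1 the log2 fold change of Nptx1 was -0.10, and without WT female 2 it was -0.43. The 21 genes that the study names or that its transgenes carry, and that passed the filter, were also adjusted as a list alone. All 6 genes then passed in females, which is not independent evidence because the study chose most of them on these samples. In males Fcgr2b passed as well (adjusted p = 0.0281 from edgeR's quasi-likelihood test), and none of the rest of the 6 did. The interaction, adjusted over the same genes, had an adjusted p of 0.0465 for Mef2c and Sema3a, 0.0822 for Syt17, 0.0895 for Nptx1 and Myo5b and 0.107 for Fcgr2b, and one of 0.995 for each over all genes. Over the alternative fits with a test, the unadjusted interaction p was no longer under 0.05 in 6 for Fcgr2b, 0 for Mef2c, 0 for Sema3a, 4 for Syt17, 4 for Nptx1 and 5 for Myo5b.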

Notably, some of the female‐specific DEGs are expressed in neurons and implicated in AD, including genes known to regulate synaptic plasticity; in particular, *Mef2c* (transcription factor), *Sema3a* (axon guidance), *FcγRIIb* (Ig receptor) and genes reportedly involved in AMPAR trafficking, *Syt17*, *Nptx1* and *Myo5b* (Figure S1c) (Figueiro‐Silva et al., 2015; Kam et al., 2013; Ruhl et al., 2019; Sao et al., 2018; Tansey et al., 2018; Wang et al., 2008).

### 3.7 APP/PS1 female mice have more Aβ plaques and Iba‐1‐positive microglia in the hippocampus

Our transcriptome analysis indicates a robust upregulation of neuroinflammatory and microglial genes that could serve as a molecular basis for the greater impairment in long‐term plasticity in female AD mice. To verify that the immune system is differentially activated in male and female mice, we sectioned the hippocampus of AD mice from both sexes (4–5 months) and performed immunohistochemistry using antibodies targeted against Aβ (MOAB‐2) and microglia (Iba‐1). Quantification of Aβ plaques and Iba‐1‐positive microglia indicated that female APP/PS1 mice have an accelerated Aβ pathology with an increase not only in plaque burden and plaque size but also in Iba‐1‐positive microglia in the hippocampus (Figure 7a‐e).

**FIGURE 7:**
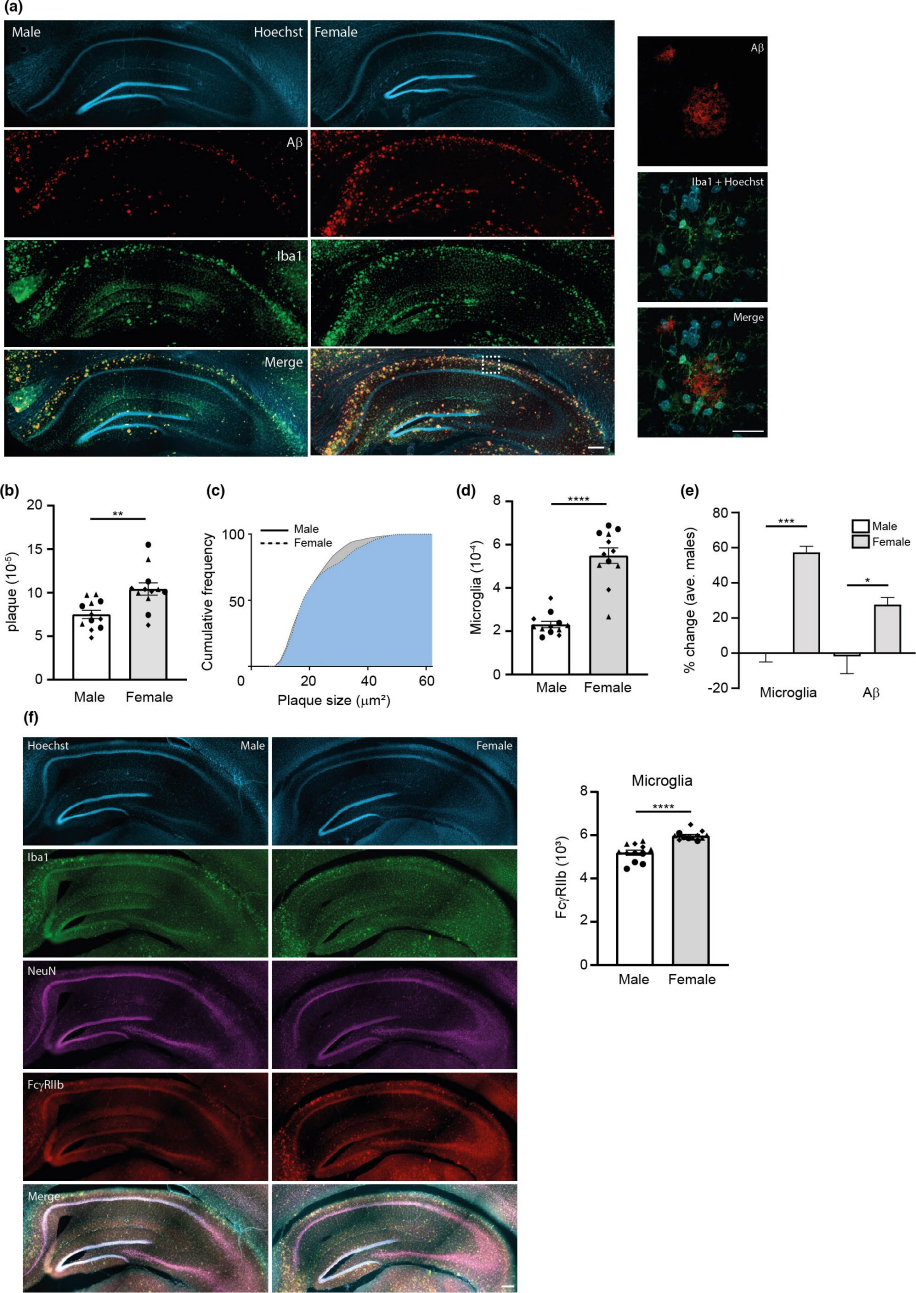
APP/PS1 female mice have more Aβ plaques and microglia. (a) Hippocampal slices from APP/PS1 mice from both sexes were processed and immunolabelled with antibodies against Iba‐1 (green), Aβ (red) and Hoechst nuclear dye (cyan; scale bar: 200 µm). The white box shows a magnified region of the CA1 cell body layer (right most panels; scale bar: 20 µm). For analysing immunolabelled structures, a total of four non‐overlapping hippocampal coronal sections per animal were quantified (labelled as different shapes), three animals per group were imaged with a slide scanner and quantified. Graphs show Aβ plaque burden (b) and total microglia counts (d) normalized over area of measurement, as well as cumulative frequency of plaques sizes measured across all slices (males, n = 6060; females, n = 7163); (c). The per cent change in plaque burden and microglia between male and female mice for each animal (n = 3) was also quantified and graphed (e). (f) Hippocampal slices were immunolabelled with antibodies against Iba‐1 (green), NeuN (purple), FcγRIIb (red) and nuclear dye, Hoechst (cyan). The Iba‐1‐positive FcγRIIb signals were quantified for each slice and plotted on the bar graph (scale bar: 200 µm). Statistical analyses of all group data were performed using unpaired Student's *t* test with Welch's correction (****p<0.0001, ***p<0.001 and **p<0.01)

FcγRIIb encodes an Fc receptor that is upregulated in activated microglia in response to brain injury (Quan et al., 2009). 

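Fcgr2b (ENSMUSG00000026656; chromosome 1, 170958617 to 170976547, minus strand, uncertain because of 1 antisense gene), a paralog of Fcgr3 with which the counting could have shared reads, was at 8.46 ± 1.10 (SD, n = 4) normalized CPM in APP/PS1 females and 8.11 ± 2.07 (SD, n = 4) in APP/PS1 males, a difference that was not significant (log2 fold change 0.063, standard error 0.18, adjusted p = 0.991 from edgeR's quasi-likelihood test). It was at 3.07 ± 0.405 (SD, n = 2) in WT females and 5.05 ± 0.964 (SD, n = 2) in WT males. The log2 fold change against WT in males was 0.67 (standard error 0.24, adjusted p = 0.639, unadjusted p = 0.0147 from edgeR's quasi-likelihood test). The interaction effect was 0.80 (standard error 0.34). Its unadjusted p was 0.0356, and it was no longer under 0.05 without APP/PS1 female 1, APP/PS1 female 3, APP/PS1 female 4, APP/PS1 male 2, APP/PS1 male 3 or APP/PS1 male 4, at 0.0502 to 0.0822. Without WT male 2 the effect was 0.55. In WT animals, the log2 fold change of WT females against WT males was -0.74 (standard error 0.29, adjusted p = 0.934).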

In our transcriptome profile, FcγRIIb expression showed sex‐specific differences via mRNAseq and we immunostained for FcγRIIb protein in hippocampal slices to examine the expression pattern of the protein in neurons and microglia. Our imaging results detected a significant increase in FcγRIIb protein expression in female APP/PS1 mice, specifically in the microglial population, but not in neurons (Figure 7f and Figure S1d). We conclude that the sex‐specific difference in FcγRIIb expression identified via mRNAseq is attributed primarily to an increase in AD pathology driven by activation of microglia.

## 4 DISCUSSION

In AD, females are disproportionately affected in terms of enhanced pathology, more severe cognitive decline and other clinical manifestations during the progression of the disease (Arnsten et al., 2021; Koran et al., 2017; Ward et al., 2012). In agreement with this observation, our results in an animal model of AD showed that both activity and time‐dependent plasticity decline faster in females as compared to males. Our behavioural assay using the BT paradigm showed that overall, APP/PS1 mice have strong deficits in memory formation at all time points tested. Additionally, the assay revealed that female APP/PS1 mice have slightly more robust deficits in LTM and formation of associative memories as compared to the male APP/PS1 mice. Since LTP remains a prominent cellular model for the persistence of long‐term memories, a more rapid decay of LTP in female APP/PS1 mice may be associated with a more severe cognitive impairment or memory loss in female AD patients (Barnes et al., 2005; Cohen et al., 1993; Ott et al., 1996). In trying to elucidate the molecular basis for the sex‐specific differences in long‐term plasticity, our transcriptome analysis revealed that APP/PS1 mice exhibit a strong neuroinflammatory response and enhanced microglial activation along with an increase in Aβ pathology. We also found that plasticity genes were downregulated in female compared with male APP/PS1 mice, suggesting that the accelerated Aβ pathology in females likely disrupts the expression of plasticity‐related proteins (PRPs), leading to the accelerated decay of LTP and memory in females compared with males. The downregulation of PRPs could be due to alterations in the function of NMDA and AMPA receptors, as sex differences are found in synaptic glutamate signalling (Mota et al., 2014; Qu et al., 2020; Wickens et al., 2018). An increase in glutamate levels severely affects AD males compared with females as they exhibit lower levels of GluA2‐containing AMPA receptor subunits (Wickens et al., 2018). Thus, our findings support the observation that females are more vulnerable to synaptic and memory dysfunctions during progression of the disease.

Sex differences in neuronal plasticity have been described. Rodents are reported to have sex differences in spine density across different brain regions (Forlano & Woolley, 2010; Gould et al., 1990; Woolley et al., 1990), and the composition of the synaptic proteome varies between male and female mice (Distler et al., 2020). Many of the sex differences in structural plasticity are driven by hormones, and hence, their influence is more pronounced in females (Hyer et al., 2018). For example, oestrogen increases spine density in an extracellular signal‐regulated protein kinase (ERK)‐dependent manner and regulates gene transcription and protein synthesis (Nilsson et al., 2001). Ovariectomized female rodents also displayed a decline in spine density that is reversed by hormonal supplements (Gould et al., 1990; MacLusky et al., 2005). LTP in the Schaffer collateral pathway is also modulated by oestrogen and expression of endogenous estrogen receptor α (ERα) in females, but not in males. Infusion of oestradiol facilitated LTP and synaptic signalling by ERα and ERβ in females, but not in males (Wang et al., 2018). Moreover, activation of kinases such as Src, ERK and TrkB is modulated by expression of ERα in females (Wang et al., 2018). Given the extensive influence of hormones on neural plasticity, any hormone imbalance or disruption in hormone‐responsive plasticity mechanisms in AD conditions could explain the faster decay of LTP and decline in associative memories in AD females (Lu et al., 2019). While sex hormones decline during normal ageing, in AD, there is evidence that brain levels of sex hormones (Rosario et al., 2004, 2011; Yue et al., 2005) along with sex hormone receptor expression, function and subcellular distribution are further compromised (Long et al., 2012; Lu et al., 2003). While the relationship between hormones and its impact on AD remains to be clarified, altered brain hormone levels and its decline in responsiveness in AD may provide clues in understanding sex‐specific differences in impaired neural plasticity and memory loss.

It should be noted that the oestrous cycle of female animals did not impact our LTP recordings, as we did not find any significant differences in potentiation and decay across the various oestrous cycles (Figure S2). The involvement of the oestrous cycle towards synaptic plasticity and LTP remains unresolved with some studies reporting enhancement of CA1 LTP during specific pro‐oestrous periods while others showing no significant differences in CA1 LTP (Hong et al., 2016; Warren et al., 1995).

Our transcriptome profiles of the male and female APP/PS1 hippocampus indicated an overall increase in gene expression associated with the immune response. 

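Of the genes called with both sexes combined, 80.8% had the larger absolute log2 fold change in females, and the median difference between the female and male absolute changes was 0.18. Among 100 assignments of permuted sex labels, the real one included, 14 gave as uneven a share and 31 as large a median difference, in either direction. Leaving out APP/PS1 male 3 gave the lowest share, 67.0%. The median difference was 0.12 without APP/PS1 male 3 and 0.12 without APP/PS1 male 4.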

Many of the canonical markers for microglial activation and neuroinflammation were upregulated in both sexes, while female mice displayed a twofold increase in differentially expressed genes compared with their male counterparts, suggesting a strong sex‐specific difference in response to AD pathology. While slice recordings indicated that both males and females have impaired long‐term plasticity, it was surprising to see that only female mice showed a broad downregulation of genes associated with plasticity and memory. Collectively, these changes in gene expression may account for the accelerated decay of late LTP and STDP. It should be noted that while the expression of plasticity gene sets was overall reduced in APP/PS1 females, we detected relatively few changes in individual genes. This could reflect a gradual dysregulation of diverse molecular processes associated with neuronal plasticity rather than single‐gene disruptions in APP/PS1 female mice. In addition, we also identified a set of female‐specific, differentially expressed neuronal genes previously linked to AD pathology including *Sema3a* and *Mef2c* (Abad et al., 2006; Liang et al., 2010). Both genes are known regulators of neuronal plasticity. 

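Of the 129 plasticity genes tested, 3 passed an FDR of 0.1 over all genes in females (Fcgr2b, Mef2c and Syt17, of which only Syt17 was lower), and 10 did so when adjusted over the list alone. With edgeR's likelihood ratio test 7 passed over all genes, with DESeq2 8 and without an expression filter 5. The number over all genes was 1 without APP/PS1 female 2. In males 0 genes of the list passed over all genes and 1 did so adjusted over the list alone, while 9 had an unadjusted p under 0.05, against 27 in females. The likelihood ratio test called 1 in males and DESeq2 1. The male number over all genes was 1 without APP/PS1 female 3. The 3 genes called in females with the quasi-likelihood test are all among the 6 that the study names.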

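Mef2c was at 226 ± 21.6 (SD, n = 4) normalized CPM in APP/PS1 females, 204 ± 27.1 (SD, n = 4) in APP/PS1 males, 153 ± 12.3 (SD, n = 2) in WT females and 195 ± 1.17 (SD, n = 2) in WT males. Sema3a was at 6.46 ± 1.28 (SD, n = 4) in APP/PS1 females, 4.82 ± 0.806 (SD, n = 4) in APP/PS1 males, 3.64 ± 0.208 (SD, n = 2) in WT females and 5.11 ± 0.220 (SD, n = 2) in WT males. In males the log2 fold change was 0.090 for Mef2c (adjusted p = 0.999 from edgeR's quasi-likelihood test) and -0.034 for Sema3a (adjusted p = 0.999). For Mef2c, the log2 fold change of Mef2c in male APP/PS1 animals lay between 0.025 (without APP/PS1 male 1) and 0.14 (without APP/PS1 male 2) when single animals were left out. The direction for Sema3a changed with single animals, at 0.0048 without APP/PS1 male 2, 0.071 without APP/PS1 male 4 and 0.0087 without WT male 2.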

*Sema3a* not only encodes a secreted protein that is critical for axon guidance but also regulates dendrite branching and spine maturation (Morita et al., 2006). Mef2c is a well‐known activity‐dependent transcription factor involved in learning and memory (Barbosa et al., 2008). In addition, three of the female‐specific DEGs that had reduced expression in APP/PS1 mice, including Syt17, are involved in AMPAR trafficking during synaptic plasticity, suggesting this function may be disrupted. 

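Syt17 was at 62.1 ± 5.20 (SD, n = 4) normalized CPM in APP/PS1 females and 78.5 ± 10.2 (SD, n = 2) in WT females, against 69.0 ± 5.59 (SD, n = 4) in APP/PS1 males and 75.2 ± 0.760 (SD, n = 2) in WT males. Nptx1 was at 608 ± 56.0 (SD, n = 4) in APP/PS1 females and at 826 and 622 in the WT females. Myo5b was at 101 ± 14.1 (SD, n = 4) in APP/PS1 females and 125 ± 2.66 (SD, n = 2) in WT females. In males the log2 fold change was -0.088 for Syt17 (adjusted p = 0.999 from edgeR's quasi-likelihood test), -0.0067 for Nptx1 and -0.023 for Myo5b. For Syt17, the log2 fold change of Syt17 in male APP/PS1 animals lay between -0.13 (without APP/PS1 male 3) and -0.044 (without APP/PS1 male 1) when single animals were left out. That of Nptx1 was 0.0056 without APP/PS1 female 1, 0.026 without APP/PS1 male 1, 0.0085 without APP/PS1 male 2, 0.0069 without APP/PS1 male 3 and 0.059 without WT male 2, and that of Myo5b was 0.026 without APP/PS1 male 1 and 0.053 without WT male 2.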

Intriguingly, expression of both Mef2c and Syt17 has been shown to be affected by androgens in neurodevelopment, suggesting that the effect of sex hormones on plasticity gene expression may be a key factor predisposing females to AD (Lombardo et al., 2020). Future studies targeting differentially expressed genes in female mouse models for AD that are independent of the immune system but associated with neuronal plasticity might prove to be informative.

The brain slice immunostaining validates our gene expression data, which points to females showing advanced Aβ pathology accompanied by a stronger inflammatory response. This accelerated progression has been reported in other mouse models and in AD patients (Wang et al., 2020; Yang et al., 2018). As previously discussed, sex differences in synaptic plasticity may be responsible for synaptic dysfunction in AD, but the accelerated pathology and the increased activation of microglia can also contribute towards impairments in neural plasticity. Microglia are essential for synaptic pruning, and aberrant microglial‐mediated engulfment of synapses in response to elevated Aβ plaque levels could conceivably impact synaptic transmission (Hong et al., 2016; Parihar & Brewer, 2010; Raghuraman et al., 2019). Alternatively, elevated Aβ levels in the extracellular microenvironment can also directly impact synaptic efficacy. For example, Aβ plaques are known to disrupt the synthesis of plasticity‐related proteins required for the maintenance of LTP (Sharma et al., 2017). Thus, a higher Aβ plaque burden might account for the lower expression of plasticity proteins. Interestingly, FcγRIIb expression has been reported not only in microglia but also in circulating macrophages and other myeloid populations, raising the possibility that the increased expression in female AD mice could also be attributed to the infiltration of circulating macrophages (Quan et al., 2009).

Earlier studies have shown that soluble Aβ42 oligomers significantly blocked the induction and maintenance of HFS‐LTP, but not TBS‐LTP, thus showing that sex difference depends on the stimulation protocol (Smith et al., 2009). Sex difference in the amplitude of LTP also depends on hippocampal projections, as a robust sex difference in the magnitude of LTP was observed in DG after perforant path stimulation (Maren, 1995). Similar findings were also observed from timing‐induced plasticity, as pSTDP was impaired in both male and female hippocampal CA1 regions with female APP/PS1 mice showing a more prominent decay. Similarly, a study in human AD patients failed to induce STDP in the cortico‐cortical connections (Di Lorenzo et al., 2018). Also consistent with our findings, Garad and colleagues reported that STDP in APP/PS1 mice was impaired in an Aβ plaque distance‐dependent manner (Garad et al., 2021), suggesting that a higher Aβ load in female APP/PS1 mice might be a reason for the faster decay we observed in slice physiology and in the BT paradigm.

In agreement with our LTP and STDP findings, our behavioural experiments also revealed that APP/PS1 female mice are able to acquire IA memory, while they show impairment in the formation of IA‐LTM results. Previous studies have already shown that APP/PS1 mice have long‐term spatial memory deficits (Krishna‐K et al., 2020), but in order to uncover sex‐specific impairment in associative memories, we employed the BT paradigm, that is known to capture subtle behavioural differences that are normally masked in standard memory tasks (Gros & Wang, 2018). We proposed earlier that the deficit in associative memory in APP/PS1 mice may occur due to altered expression of plasticity‐related proteins (PRPs) or impaired setting of synaptic tags in neurodegenerative neural networks. We found that plasticity‐related genes were downregulated in females compared with male APP/PS1 mice. Moreover, the “tag” setting processes seemed not to be impaired because STM was intact in all groups. However, we cannot rule out the possibility that STM can be sustained by other molecular/cellular processes that do not include tag setting. In line with that, Gros and Wang reported that novelty did not facilitate long‐term memory persistence in middle‐aged rats [i.e., behavioural tagging was impaired] and they concluded that this deficit was most likely due to impairments in tag setting rather than PRP synthesis in early ageing (Gros & Wang, 2018). In our studies, we observed that APP/PS1 mice were able to acquire memories, revealing the ability to set learning tag, while impairment of associative memory suggests a reduction in the availability of PRPs. Nevertheless, APP/PS1 mice had significantly shorter latencies at all key time points, indicating that tag setting process may be impaired partially. Our results show enhanced microglial activation in AD mice, females in particular are strengthened by our earlier finding showing the specific role of microglia in tag setting and STC (Raghuraman et al., 2019). We also observe a faster decay in LTP in APP/PS1 female mice, which suggests the possibility that the downstream mechanism of tag–PRPs interactions may have sex‐specific differences that warrant further investigations. It should be noted that we used the same group of animals for testing memory at different time points (1, 24 h and 7 days), which may trigger extinction memory (de Carvalho Myskiw et al., 2013). However, we did not observe any changes in memory retention in WT males and females in the BT paradigm after 24 h and 7 days postfoot shock, allowing us to rule out extinction. This finding is consistent with our previous reports (Krishna‐K et al., 2020; Wong et al., 2019).

In conclusion, our results showed that a stronger inflammatory response coupled with downregulated expression of plasticity factors in the hippocampus of AD females might underlie synaptic plasticity deficits that result in faster memory decline in AD females compared with males. As synaptic dysfunction is an early event of AD, strategies to detect early decay of plasticity, memory and associated molecular signatures may help detect the onset of neurodegenerative diseases such as AD.

## CONFLICT OF INTEREST

The authors declare that they have no conflict of interest.

## AUTHOR CONTRIBUTIONS

SN, JRG, THC and SS conceived and coordinated the study. SN, JRG, THC and SS wrote the paper. SN, MVP and RPA performed and analysed the electrophysiology experiments. JRG and VB performed and analysed the transcriptome and immunohistochemistry experiments. SN performed and analysed the behavioural experiments. YSC performed dissections for immunohistochemistry experiments.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

All RNAseq datasets can be uploaded from NCBI GEO: GSE186710.

# Supplementary material for: Sex‐specific accelerated decay in time/activity‐dependent plasticity and associative memory in an animal model of Alzheimer's disease
**Source:** Aging Cell. 2021 Nov 18;20(12):e13502. doi: 10.1111/acel.13502
**Supplement:** Supplementary file 3 — Supplementary Material

## Supplementary Figure Information

### LTP does not vary across different stages of estrous cycles

Hippocampal slices were classified as high estrogen (proestrous) or low estrogen (estrous, metestrous and diestrous) and pSTDP were compared between the two groups in both WT and APP/PS1 female mice (Suppl. Fig.2). pSTDP was induced by simultaneous stimulation of S1 and S0 as in Fig. 3A. Statistically significant potentiation was observed immediately after pairing at  $\Delta t = 0$  ms in S1 of WT females in both proestrous and non proestrous periods ( $P < 0.05$ ) (Suppl. Fig. 2A and 2B). The potentiation remained statistically significant until 240 min in S1 (solid pink circles) while the control input S2 (open pink circles) remained stable throughout the recording. We compared the potentiation between proestrous and non proestrous periods (Suppl. Fig 2A and 2B) and we did not find any significant difference between the two at all-time points (U-test, 5 min,  $P = 0.54$ , 30 min  $P = 0.93$ , 60 min,  $P = > 0.99$ , 120 min  $P = 0.66$ , 180 min  $P = 0.18$ , 240 min  $P = 0.0.17$ ). We studied the pSTDP at 0 ms in APP/PS1 females at proestrous (Suppl. Fig. 2C) and non proestrous periods (Suppl. Fig. 2D). It resulted in impairment of LTP in both proestrous and non proestrous, while we did not observe any significant differences in potentiation and decay between the proestrous and non proestrous cycles of APP/PS1 mice (Suppl. Fig. 2C and 2D) (U-test, 5 min,  $P = 0.13$ , 30 min  $P = 0.54$ , 60 min,  $P = 0.93$ , 120 min  $P = 0.90$ , 180 min  $P = 0.81$ , 240 min  $P = 0.0.81$ ).

# Supplementary material for: Sex‐specific accelerated decay in time/activity‐dependent plasticity and associative memory in an animal model of Alzheimer's disease
**Source:** Aging Cell. 2021 Nov 18;20(12):e13502. doi: 10.1111/acel.13502
**Supplement:** Supplementary file 4 — Supplementary Material

**Supplementary Figure Legends**

**Suppl. Fig. 1**

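Between WT females and WT males, 8 genes differed at an FDR under 0.1, of which 6 lie on the X or Y chromosome. Xist (ENSMUSG00000086503; chromosome X, 103460366 to 103483254, minus strand, uncertain because of 2 overlapping genes on the same strand and 3 antisense genes), a long non-coding RNA, was between 668 and 693 normalized CPM in the WT females and had 1 and 6 counts in the WT males. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, of which Ddx3y is uncertain because it overlaps another gene, were between 29.0 and 97.3 normalized CPM in the WT males and had at most 2 counts in the WT females. Xist was between 619 and 805 normalized CPM in the APP/PS1 females and had 1 to 9 counts in the APP/PS1 males, and the 4 Y-linked genes had 0 counts in the APP/PS1 females, so the sex of each library matched its label. The autosomal genes, named after their values were seen, were Npy (log2 fold change of females against males 0.68, adjusted p = 0.0227 from edgeR's quasi-likelihood test) and Enpp2, uncertain because of 1 antisense gene (log2 fold change 0.79, adjusted p = 0.0536). Enpp2 was at 1761 CPM or more in the 3 libraries rich in choroid plexus transcripts and at 167 or less in the others. Of the WT animals only WT female 2 is among those 3, so a sex difference cannot be told apart from choroid plexus content. At an unadjusted p under 0.05, 727 genes differed. Between APP/PS1 females and males 12 genes differed, 10 of them on the X or Y chromosome, and their number was 7 without APP/PS1 female 4.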

**(A)** Volcano plot of sex differences in wild-type mice, showing log2 fold changes (LFCs) compared to p-values for differential expression, excluding genes with LFC> ±8 (5 Y-chromosome genes and Xist).

**(B)** Top Gene Ontology terms enriched in males sorted by p-value (most enriched at the top). Direction scores indicate overall up- or downregulation of genes in each term in male and female APP/PS1 vs wild-type mice.

**(C)** Boxplots showing batch-corrected log_2_ counts per million (CPMs) in each condition for sex-regulated differentially expressed genes of interest: *Fcgr2b, Mef2c*, *Sema3a, Syt17, Nptx1, and Myo5b*. 

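The log2 CPM values after the RUV factors were removed were 3.08 ± 0.19 for Fcgr2b, 7.82 ± 0.068 for Mef2c, 2.69 ± 0.21 for Sema3a, 5.95 ± 0.061 for Syt17, 9.24 ± 0.037 for Nptx1 and 6.64 ± 0.14 for Myo5b in APP/PS1 females (SD, n = 4). In WT females (SD, n = 2) they were 1.63 ± 0.21, 7.24 ± 0.19, 1.89 ± 0.061, 6.33 ± 0.054, 9.53 ± 0.14 and 7.02 ± 0.017 in the same order. The WT male means lay between those of the WT females and the APP/PS1 females for all 6 genes on this scale, at 2.34, 7.59, 2.33, 6.20, 9.30 and 6.77. Neither between WT animals of the sexes nor between APP/PS1 animals of the sexes did any of the 6 genes pass an FDR of 0.1, and the smallest adjusted p was 0.862 from edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 3 of the 6 differed between the WT groups and 2 between the APP/PS1 groups.

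**Figure D2:**
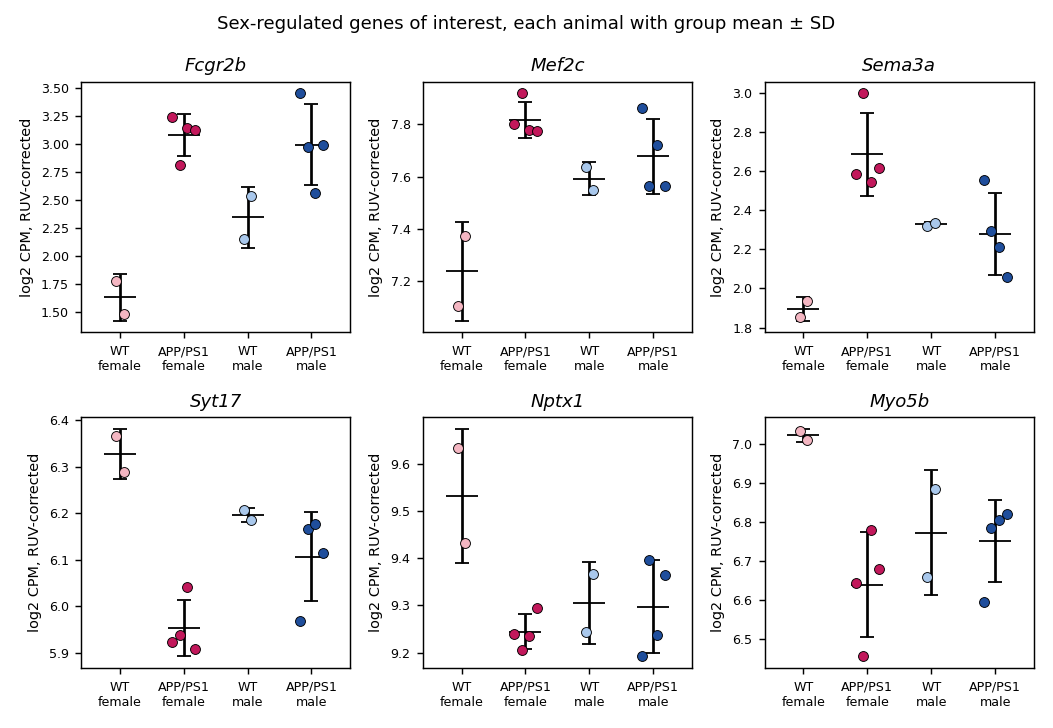
Log2 CPM corrected for the RUV factors (y axes, not starting at 0) of Fcgr2b, Mef2c, Sema3a, Syt17, Nptx1 and Myo5b in each animal, by genotype and sex (x axes). Points are animals, horizontal lines are group means and error bars are SDs (n = 4 APP/PS1 and n = 2 WT animals per sex). The WT females, at 7.10 and 7.37 for Mef2c, lie below all other animals for that gene.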

Differential expression tests were conducted between genotypes for each sex, between sexes for each genotype, and for the interaction effect [*(AD.F - WT.F) - (AD.M - WT.M*)] (**** p<0.0001; *** p<0.001; ** p<0.01, *p<0.05).

**(D)** Hippocampal APP/PS1 slices were immunolabeled with antibodies against NeuN (cyan) and FcγRIIb (green) and stained with Hoechst (blue). The NeuN positive FcγRIIb signal in the CA1 region was quantified for each slice and plotted on the bar graph (Scale bar: 20 µm).

**Suppl. Fig. 2**

(A) pSTDP by pairing pre and post synaptic inputs at 0 ms (S0; relative timing interval between S0 and S1 stimulations Δt = 0 ms) in female WT at proestrous. pSTDP in proestrous female WT resulted in a persistent input specific long-lasting LTP that lasted for 4 h in S1 (pink filled circles) and the unpaired input S2 (pink, open circles) remained stable (n=6). (B) pSTDP at Δt= 0 ms in non proestrous female WT also resulted in long-lasting potentiation (n=6). (C) pSTDP in APP/PS1 mice during the proestrous cycle resulted in a decremental LTP (n=7). (D) While in APP/PS1 mice at non proestrous cycle pairing at 0 ms also resulted an E-LTP (n=7). Control input S2 remained stable in all experiments (open pink bars). Scale bars: vertical, 2 mV; horizontal, 3 ms. Error bars indicate ±SEM. Symbols and analog traces as in Figure 1.

How the deposited data were processed for this re-analysis (not part of the article)

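Whole right hippocampi of 4 APP/PS1 females, 2 WT females, 4 APP/PS1 males and 2 WT males were sequenced as directional mRNA libraries, 12 in all. The authors trimmed the reads, aligned them to GRCm38 with STAR and counted them per Ensembl gene with HTSeq, and they deposited these counts per gene without normalization. The paper's text does not state the versions, the annotation release, or the strand and multi-mapping options of the counting. The deposited count table has 55573 genes and no summary lines, and 55480 of its identifiers matched an entry of GENCODE release M21, which gave symbols, positions and overlaps. No trimming, alignment or counting was repeated here. Total counts per library ranged from 36714316 to 50643565. At this depth the spread between animals, rather than counting error, sets the precision of all but the lowest genes. Within groups, a chi-square test of the counts gave between 12.6 and 57.2 per degree of freedom over the 14 pairs of libraries, so every pair differed by more than the sampling noise.

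Genes with a log2 CPM of at least 1 in at least 3 samples were tested, which were 14008 genes. Counts were scaled by upper-quartile factors, and 2 RUV factors were entered as covariates. They were computed by the RUVg method, re-implemented here, with all genes but the top 5000 of a first-pass test across the groups as controls. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with one model for all 12 libraries and two-sided contrasts for APP/PS1 against WT in each sex, for both sexes averaged, for their difference (the interaction), and for females against males within each genotype. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an FDR under 0.1 were called differentially expressed (DEGs). DEGs with an unadjusted interaction p under 0.05 were called sex-regulated. Standard errors were computed back from the test, as the absolute log2 fold change divided by the square root of its F statistic. They are approximate, above all for genes with few counts. Normalized CPM were computed from the scaled library sizes.

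The gene lists were written by hand: synaptic plasticity, plaque-associated microglial, homeostatic microglial, cholesterol biosynthesis, immediate early, neuronal marker, choroid plexus, interferon-response and reactive astrocyte genes. They are not Gene Ontology terms, and no gene is in more than one of them. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with fry, which takes the correlation from the data, and the p-values of each contrast were adjusted over the lists by the Benjamini-Hochberg method. Direction scores follow the paper's formula. The random lists that the plasticity list was compared with were matched on expression, or on expression, gene length and GC content. The topGO analysis of the paper was not repeated.

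The genes named were chosen by a rule: every gene that the paper names for its transcriptome data and the genes of its transgenes; for each sex the 5 DEGs with the smallest p that rose, and the 5 that fell, moving the same way in every APP/PS1 animal against both WT animals of that sex; and the 5 sex-regulated DEGs with the smallest interaction p. Fewer are named where fewer met the rule, and the results of some of these genes are not reported here. Genes outside the rule are said to have been singled out after their values were seen. Ttr, Kl and Folr1, given as examples of the choroid plexus list, are outside the rule without this label.

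The groups, the model, the tests, the gene lists, the rule for the genes named and most alternatives were set before the data were examined. These alternatives were edgeR's likelihood ratio test, DESeq2 (1.42.0), TMM scaling, no expression filter, a filter on CPM instead of log2 CPM, which retains 15521 genes, fewer or no RUV factors, a first pass on the genotype effect of both sexes combined, the replicate number as a block, each sex fitted alone without RUV factors, an FDR of 0.05, fry for the plasticity list, and leaving out each animal in turn. Leaving out a WT animal leaves 1 WT animal in that sex, and those fits are given as values without a test. Calls and counts of DEGs were thus not checked against the loss of a WT animal. Chosen after seeing the data were the likelihood ratio test combined with the CPM filter, with the first pass on the combined effect, with both, and without RUV factors, and a choroid plexus score in place of the RUV factors. The rules by which a test was taken to argue against an explanation or to leave it open were edited after its values had been seen.

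The procedures were tested on simulated counts in which 200 of 14008 genes were changed in females. Comparisons of a single value used exact permutation tests. For counts of genes, labels were reassigned and the model refitted, with 100 assignments drawn where more were possible. Each alternative's effect is given in the closing section.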

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

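The tests of choroid plexus tissue and of library size as sources of the choroid plexus transcripts were chosen only after the result was seen, as were the final rules for reading the tests of this part.

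In groups of 4 animals, the highest or lowest value of the genes named, the list scores and the library totals was compared with the other values of its group by Dixon's ratio. Of 84 such groups 9 held an animal far from the others, where about 4.20 are expected by chance. In normalized CPM these were Thy1 at 3311 in APP/PS1 female 3 against 2477 to 2606 in the other APP/PS1 females, Ndn at 194 in APP/PS1 female 1 against 124 to 133 in the other APP/PS1 females, Dsc3 at 10.2 in APP/PS1 female 2 against 5.14 to 5.92 in the other APP/PS1 females, Prnp at 822 in APP/PS1 male 1 against 759 to 765 in the other APP/PS1 males and AI464131 at 28.1 in APP/PS1 male 2 against 33.7 to 34.8 in the other APP/PS1 males. The animals given for Ndn and AI464131 are among those rich in choroid plexus transcripts. Igfbp2 and the score of the choroid plexus list stood apart in both sexes, Igfbp2 with 67.1 in APP/PS1 female 1 against 15.1 to 16.1 in the other APP/PS1 females and 125 in APP/PS1 male 2 against 12.2 to 17.9 in the other APP/PS1 males, and the score, which is the median over the list of the log2 CPM centred on each gene's mean, with 4.48 in APP/PS1 female 1 against -1.54 to -1.06 in the other APP/PS1 females and 5.02 in APP/PS1 male 2 against -2.07 to -1.06 in the other APP/PS1 males. The design gives no condition that sets these animals apart from their groups, so no biological explanation was tested, and for Ndn, Dsc3, Prnp and AI464131 no technical one was tested either.

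The transcripts of the choroid plexus list separated APP/PS1 female 1, APP/PS1 male 2 and WT female 2 from the other 9 libraries. For each of the 15 genes of the list, the 3 highest libraries were these 3. Kl was at 130 CPM or more in these 3 libraries and at 22.7 or less in the others, and Folr1 was at 24.4 CPM or more in these 3 libraries and at 0.847 or less in the others. Both are of the list, and Folr1 is uncertain because of 1 antisense gene. Outside the list, Enpp2, singled out after its values were seen and uncertain because of 1 antisense gene, was at 1761 CPM or more in these 3 libraries and at 167 or less in the others. The score was 4.64 in WT female 2, and at most -1.06 in the other 9 libraries. In those libraries alone 4 of the 15 genes passed the expression filter. Whether this is expression by the hippocampus or a smaller amount of choroid plexus was not tested. Of the list, 0 genes are in another list and 0 are named by the study. A difference in library size is argued against, since 0 of the 3 totals lay outside the range of the others. A candidate explanation that stays open is choroid plexus tissue in some of the dissected hippocampi. The 3 libraries come from different groups of the design, so no biological explanation was tested. With the score as a covariate in place of the RUV factors, an alternative chosen after seeing the data, 99 DEGs were called in females and 18 in males.

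In females 1 of 4 APP/PS1 and 1 of 2 WT libraries carried these transcripts, and in males 1 of 4 and 0 of 2. All 15 genes of the list were lower in APP/PS1 females, while 12 were higher and 3 lower in APP/PS1 males. Its median log2 fold change was -0.56 in females (camera, adjusted p = 1.7e-06) and 0.42 in males (camera, adjusted p = 5.7e-05), and the interaction had a median of -0.76 (camera, adjusted p = 3.6e-12), while fry gave adjusted p-values of 0.271, 0.476 and 0.462. The female median was -1.44 without APP/PS1 female 1 (adjusted p = 9.3e-12), -0.24 without APP/PS1 female 3 (adjusted p = 0.0686), -0.054 without APP/PS1 female 4 (adjusted p = 0.00849), -1.20 without APP/PS1 male 2 (adjusted p = 0.0665) and -0.32 without APP/PS1 male 4 (adjusted p = 3.0e-04). The male median was 0.41 without APP/PS1 female 1 (adjusted p = 0.0845), -0.28 without APP/PS1 male 2 (adjusted p = 0.611) and 0.71 without APP/PS1 male 3 (adjusted p = 1.0e-06). Over the 23 alternatives with a test the adjusted camera p lay between 9.3e-12 and 0.868 in females and between 3.8e-08 and 0.611 in males. Over all genes 0 of its genes passed the FDR in females, 0 in males and 0 in the interaction, while in females 1 passed with the likelihood ratio test, 1 with DESeq2 and 4 without the expression filter. Adjusted over the list alone the numbers were 0, 0 and 6, and at an unadjusted p under 0.05 they were 5, 1 and 6.

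Thy1 rose in every APP/PS1 animal. A candidate explanation is that the transgene carries Thy1 sequence, although the paper describes a prion protein promoter. Such a rise was taken to be of similar size in every APP/PS1 animal and not to follow the plaque-associated microglial genes. That holds only if transgene expression is unrelated to the amount of pathology, which was not tested. A relation with these genes could therefore not exclude a transgene. Across the 8 APP/PS1 animals the log2 CPM of Thy1 followed the score of these genes with Pearson's r = 0.660 (two-sided exact permutation test, p = 0.0449) and Spearman's rho = 0.786 (p = 0.0279, same test). It was the only relation of this kind computed, so adjustment leaves these values as they are. Without the pair of animals farthest from the median score r was 0.682. The SD of Thy1 within the APP/PS1 groups was 0.16 on the log2 scale, at the 83.3 percentile of 60 unchanged genes of similar expression, whose median was 0.094, against a median of 0.30 for the plaque-associated genes. A transgene and a response to the pathology cannot be told apart, because the relation rests on 8 animals and the spread of Thy1 lies between those of both sets of genes.

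The effect of genotype differed between the sexes by camera in several lists. The interaction median was -0.047 for the plasticity list, 0.13 for the plaque-associated and 0.22 for the homeostatic microglial list, -0.080 for the neuronal markers (camera, adjusted p = 0.0397) and 0.43 for the reactive astrocyte list. None of these, nor that of the choroid plexus list, held under fry, with adjusted p-values from 0.462 to 0.606. Over all genes 0 genes of any of these lists had an interaction at an FDR under 0.1. Adjusted over the list alone 1 reactive astrocyte gene did and 0 of the others outside the choroid plexus list, and at an unadjusted p under 0.05 the numbers were 18, 1, 0, 3 and 2 in the order given. For the plasticity list in females, the median lay at the 0.03 percentile of random lists matched on expression. It lay at the 0.21 percentile of lists matched on expression, gene length and GC content. These percentiles argue against expression level, gene length and GC content as its source in these libraries. Random lists treat genes as independent, which they are not, so the percentiles do not argue against chance between animals. Fry, which takes the correlation from the data, gave an adjusted p of 0.0990 for this list in females. The female median was -0.018 without APP/PS1 female 1 (adjusted p = 0.213) and 5.4e-04 without WT female 1. A lower neuronal share of the RNA, with a median of -0.033 for the neuronal markers in females, cannot be told apart from a change within neurons, because 12 of the markers were lower and 7 higher. For the other lists no technical explanation of the interaction was tested. A difference between the sexes in the response to the transgenes stays open as an untested biological explanation.

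For 3 of the genes that the study names, the interaction passed an adjusted p of 0.05 when adjusted over the list alone. The interaction log2 effect was 1.52 for Naip5, 0.48 for Mef2c and 0.85 for Sema3a, each with an adjusted p of 0.0465 from edgeR's quasi-likelihood test over 21 genes. This is not independent evidence, because the study chose most of these genes on these samples, and over all genes the adjusted p was 0.995 for each. Reads shared with similar copies leave Naip5 uncertain. No technical explanation was tested for these genes, and a difference between the sexes stays open as an untested biological explanation.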

How the results depend on the processing

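Females had more DEGs than males under every alternative with a test, from 1.93 to 10.6 times as many. The median of the plaque-associated microglial list stayed on the same side and past its threshold wherever it was tested, between 0.48 and 0.78 in females and between 0.44 and 0.63 in males over 28 alternatives. Of the 7 lists other than this and the plasticity list, which are the other lists given here, between 5 and 7 were called in females by camera. Thy1 kept its direction in both sexes in all 28 fits, and its call wherever there was a test, with log2 fold changes between 1.67 and 1.75 in males. Over all alternatives the log2 fold changes of the genes named gave 1894 values, of which 1646 kept their direction and their side of the threshold, 126 were no longer past it, 57 were newly past it, 27 without a test moved by more than the spread between animals and 38 changed direction. Of these, 816 came from leaving out a single animal, with 50 no longer past the threshold, 4 newly past it, 27 moved and 20 with another direction.

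For each alternative are given the counts that changed by more than 1.5 times, the percentages and plasticity medians that lost their call, changed direction or moved by more than the spread, and the log2 fold changes of genes named that changed direction. Of the genes named, the log2 fold changes and interactions that were no longer past the threshold, and those newly past it, numbered 0 and 8 with edgeR's likelihood ratio test, 0 and 8 with DESeq2, 2 and 0 with TMM scaling, 6 and 1 without the expression filter, 0 and 0 with the CPM filter, 14 and 3 without RUV factors, 6 and 1 with 1 RUV factor, 3 and 0 with the first pass on the combined effect, 7 and 2 with the replicate number as a block, 12 and 1 with each sex fitted alone without RUV factors and 10 and 0 at an FDR under 0.05. Genes with an interaction are those with an unadjusted interaction p under 0.05, and a large change is an absolute log2 fold change above 1. With edgeR's likelihood ratio test there were 288 DEGs in females, 142 in males, 89 shared DEGs, 104 sex-regulated DEGs, 75 of these called only in females, 115 female DEGs with a large change, 46 male DEGs with a large change, 27 genes differing between APP/PS1 females and males and 42 between WT females and males. With DESeq2 there were 297 DEGs in females, 146 in males, 95 shared DEGs, 105 sex-regulated DEGs, 78 of these called only in females, 105 female DEGs with a large change, 43 male DEGs with a large change, 30 genes differing between APP/PS1 females and males, 38 between WT females and males, 74.4% of genes with the larger change in females and a plasticity median of -0.0020 in males. Without the expression filter there were 205 DEGs in females, 48 in males, 39 shared DEGs, 1184 genes with an interaction, 78 sex-regulated DEGs, 70 of these called only in females, 112 female DEGs with a large change, 23 male DEGs with a large change, 21 genes differing between APP/PS1 females and males, 16 between WT females and males, 73.7% of genes with the larger change in females, a plasticity median of -0.017 in males and a log2 fold change of App in male APP/PS1 of -0.0065. Without RUV factors there were 67 DEGs in females, 173 DEGs with the sexes combined, 339 genes with an interaction, 12 sex-regulated DEGs, 12 of these called only in females, 43 female DEGs with a large change, 7 genes differing between APP/PS1 females and males, a plasticity median of -0.021 in females, a plasticity median of -0.0036 in males, a log2 fold change of Spata13 in female APP/PS1 of 0.016 and a log2 fold change of Ndn in male APP/PS1 of 0.028. At an FDR under 0.05 there were 63 DEGs in females, 15 shared DEGs, 19 sex-regulated DEGs, 19 of these called only in females and 42 female DEGs with a large change. With each sex fitted alone without RUV factors there were 8 DEGs in males, 8 shared DEGs, 5 male DEGs with a large change, a plasticity median of -0.021 in females, a plasticity median of -0.0036 in males, a log2 fold change of Spata13 in female APP/PS1 of 0.016 and a log2 fold change of Ndn in male APP/PS1 of 0.028. With 1 RUV factor there were 352 genes with an interaction, 7 genes differing between APP/PS1 females and males and a log2 fold change of Spata13 in female APP/PS1 of 0.027. With the first pass on the combined effect there were 1099 genes differing between APP/PS1 females and males, 16 between WT females and males, a log2 fold change of Nptx1 in male APP/PS1 of 0.0073 and a log2 fold change of Myo5b in male APP/PS1 of 0.0036. With TMM scaling there was a plasticity median of -3.6e-05 in males. With fry the plasticity median in females, which stayed at -0.047, was no longer past the threshold. Nor was it without RUV factors or with each sex fitted alone without RUV factors. The male median was not past the threshold in any setting given here. The stricter FDR gives fewer DEGs by its construction, the absence of a filter raised the number of genes tested to 33621, and fitting each sex alone leaves fewer samples per model and gives no combined or interaction value. For the others the cause was not tested. The DEGs higher in APP/PS1 were 103 of 108 in females and 24 of 24 in males. They were 100 of 104 in females and 26 of 26 in males with TMM scaling, 242 of 297 in females and 125 of 146 in males with DESeq2, 253 of 288 in females and 116 of 142 in males with the likelihood ratio test and 163 of 205 in females and 43 of 48 in males without a filter.

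The following alternatives were chosen after seeing the data. Of the genes named, the numbers no longer and newly past the threshold were 0 and 9 with the likelihood ratio test and the CPM filter, 7 and 1 with a choroid plexus score in place of the RUV factors, 0 and 8 with the likelihood ratio test and the first pass on the combined effect, 0 and 8 with the likelihood ratio test, the CPM filter and the first pass on the combined effect and 9 and 3 with the likelihood ratio test without RUV factors. With the likelihood ratio test and the CPM filter there were 321 DEGs in females, 165 in males, 103 shared DEGs, 447 DEGs with the sexes combined, 110 sex-regulated DEGs, 74 of these called only in females, 149 female DEGs with a large change, 68 male DEGs with a large change, 34 genes differing between APP/PS1 females and males, 41 between WT females and males and 74.5% of genes with the larger change in females. With the likelihood ratio test and the first pass on the combined effect there were 284 DEGs in females, 131 in males, 82 shared DEGs, 427 DEGs with the sexes combined, 98 sex-regulated DEGs, 67 of these called only in females, 111 female DEGs with a large change, 43 male DEGs with a large change, 1239 genes differing between APP/PS1 females and males, 173 between WT females and males, a log2 fold change of Nptx1 in male APP/PS1 of 0.0073 and a log2 fold change of Myo5b in male APP/PS1 of 0.0038. With the likelihood ratio test, the CPM filter and the first pass on the combined effect there were 330 DEGs in females, 155 in males, 96 shared DEGs, 492 DEGs with the sexes combined, 108 sex-regulated DEGs, 71 of these called only in females, 149 female DEGs with a large change, 63 male DEGs with a large change, 700 genes differing between APP/PS1 females and males, 83 between WT females and males, a log2 fold change of Nptx1 in male APP/PS1 of 0.0026 and a log2 fold change of Myo5b in male APP/PS1 of 0.0052. With the likelihood ratio test without RUV factors there were 50 DEGs in males, 40 shared DEGs, 240 genes with an interaction, 16 sex-regulated DEGs called only in females, 27 male DEGs with a large change, a plasticity median of -0.021 in females, a plasticity median of -0.0036 in males, a log2 fold change of Spata13 in female APP/PS1 of 0.017 and a log2 fold change of Ndn in male APP/PS1 of 0.028. With a choroid plexus score in place of the RUV factors there were 336 genes with an interaction, 85.1% of genes with the larger change in females, 3 other lists called in males, a log2 fold change of Spata13 in female APP/PS1 of 0.029, a log2 fold change of Nptx1 in male APP/PS1 of 0.011 and a log2 fold change of Igfbp2 in male APP/PS1 of -0.0094. The cause was not tested.

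With the replicate number as a block there were 15 shared DEGs, 41 female DEGs with a large change, 3 genes differing between WT females and males, 70.4% of genes with the larger change in females, 3 other lists called in males and a log2 fold change of Sema3a in male APP/PS1 of 0.22, and 10 of 68 log2 fold changes of the genes named changed their call or direction. The call of the immediate early genes in females was lost with the block, at a median of -0.075 (camera, adjusted p = 0.446). Over all genes 8, 2 and 5 genes of the plaque-associated, homeostatic and plasticity lists were called in females with the block. The replicate block was not used for the values at the claims, since libraries with the same number did not deviate together. Over 14 pairs of same-numbered libraries, the correlation of their deviations from the group means across genes, which are not independent replicates, went both ways, from -0.673 to 0.732, so they share only a number.

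Leaving out a single APP/PS1 animal in turn, in 8 fits, moved the counts as follows. DEGs in females went from 64 (without APP/PS1 female 2) to 156 (without APP/PS1 male 1). DEGs in males went from 9 (without APP/PS1 male 2) to 44 (without APP/PS1 male 3). Shared DEGs went from 8 (without APP/PS1 male 2) to 35 (without APP/PS1 male 3). Genes with an interaction went from 403 (without APP/PS1 male 4) to 909 (without APP/PS1 male 1). Sex-regulated DEGs went from 21 (without APP/PS1 female 3) to 66 (without APP/PS1 male 1). Those called only in females went from 17 (without APP/PS1 female 3) to 64 (without APP/PS1 male 1). Female DEGs with a large change went from 43 (without APP/PS1 female 2) to 78 (without APP/PS1 male 1). Male DEGs with a large change went from 6 (without APP/PS1 male 2) to 24 (without APP/PS1 male 3). Genes differing between APP/PS1 females and males went from 7 (without APP/PS1 female 4) to 13 (without APP/PS1 male 4). The percentage of genes with the larger change in females went from 67.0 (without APP/PS1 male 3) to 86.5 (without APP/PS1 male 2). The number of other lists called in males went from 3 (without APP/PS1 female 1) to 6 (without APP/PS1 male 3). Leaving out each of the 12 animals in turn, the plasticity median in females went from -0.064 (without WT female 2) to 5.4e-04 (without WT female 1) and the plasticity median in males went from -0.0088 (without WT male 1) to 0.018 (without WT male 2). The direction of 9 small log2 fold changes of genes named also changed in such fits. For App the log2 fold change of App in female APP/PS1 went from -0.080 (without WT female 2) to 0.051 (without WT female 1). For Prnp the log2 fold change of Prnp in female APP/PS1 went from -0.11 (without WT female 2) to 0.011 (without WT female 1). For Spata13 the log2 fold change of Spata13 in female APP/PS1 went from -0.14 (without WT female 2) to 0.088 (without WT female 1). For Sema3a the log2 fold change of Sema3a in male APP/PS1 went from -0.15 (without APP/PS1 male 1) to 0.071 (without APP/PS1 male 4). For Nptx1 the log2 fold change of Nptx1 in male APP/PS1 went from -0.063 (without WT male 1) to 0.059 (without WT male 2). For Myo5b the log2 fold change of Myo5b in male APP/PS1 went from -0.10 (without WT male 1) to 0.053 (without WT male 2). For App the log2 fold change of App in male APP/PS1 went from -0.034 (without WT male 1) to 0.073 (without WT male 2). For Plch2 the log2 fold change of Plch2 in male APP/PS1 went from -0.12 (without WT male 1) to 0.10 (without WT male 2). For Igfbp2 the log2 fold change of Igfbp2 in male APP/PS1 went from -0.34 (without APP/PS1 male 2) to 0.39 (without APP/PS1 male 3). These fits have fewer samples. Those without a WT animal leave a single WT animal in that sex and were not tested. The depth limits the size of the rises of Cst7, Itgax, Clec7a and Ly9, which had few counts in WT animals. Ccl3, Naip1 and Naip6 lay below the expression filter, which is scaled to the library size. At the same depth Ccl3 and Naip6 passed the CPM filter, and Naip1 did not.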

Differences from the paper's values

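The paper's number of DEGs in females is 323, against 108 here. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's with edgeR's likelihood ratio test (288) and with DESeq2 (297), but not with TMM scaling, without the expression filter, with the CPM filter, without RUV factors, with 1 RUV factor, with the first pass on the combined effect, with the replicate number as a block, with each sex fitted alone without RUV factors or at an FDR under 0.05, which gave 63 to 205. With alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (321), with the likelihood ratio test and the first pass on the combined effect (284) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (330). The paper's number of DEGs in males is 152, against 24 here. With the alternatives set before the data were examined, it came within 1.5 times the paper's with edgeR's likelihood ratio test (142) and with DESeq2 (146), but not with TMM scaling, without the expression filter, with the CPM filter, without RUV factors, with 1 RUV factor, with the first pass on the combined effect, with the replicate number as a block, with each sex fitted alone without RUV factors or at an FDR under 0.05, which gave 8 to 48. Among alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (165), with the likelihood ratio test and the first pass on the combined effect (131) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (155). The paper's number of DEGs shared by the sexes is 92, against 23 here. Among the alternatives set before the data were examined, it came within 1.5 times the paper's with edgeR's likelihood ratio test (89) and with DESeq2 (95), but not with TMM scaling, without the expression filter, with the CPM filter, without RUV factors, with 1 RUV factor, with the first pass on the combined effect, with the replicate number as a block, with each sex fitted alone without RUV factors or at an FDR under 0.05, which gave 8 to 39. With alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (103), with the likelihood ratio test and the first pass on the combined effect (82) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (96).

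The paper's number of DEGs in the heatmap of Fig. 6a, which is set here against the DEGs with both sexes combined, is 445, against 266 here. With the alternatives set before the data were examined, it came within 1.5 times the paper's with edgeR's likelihood ratio test (396), with DESeq2 (399), without the expression filter (319), with the CPM filter (308) and with the first pass on the combined effect (299), and without APP/PS1 male 4 (359), but not with TMM scaling, without RUV factors, with 1 RUV factor, with the replicate number as a block or at an FDR under 0.05, which gave 173 to 263. Among alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (447), with the likelihood ratio test and the first pass on the combined effect (427) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (492).

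The paper's number of sex-regulated DEGs is 106, against 33 here. Among the alternatives set before the data were examined, it came within 1.5 times the paper's with edgeR's likelihood ratio test (104), with DESeq2 (105) and without the expression filter (78), but not with TMM scaling, with the CPM filter, without RUV factors, with 1 RUV factor, with the first pass on the combined effect, with the replicate number as a block or at an FDR under 0.05, which gave 12 to 38. With alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (110), with the likelihood ratio test and the first pass on the combined effect (98) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (108). The paper's number of sex-regulated DEGs called only in females is 75, against 32 here. With the alternatives set before the data were examined, it came within 1.5 times the paper's with edgeR's likelihood ratio test (75), with DESeq2 (78) and without the expression filter (70), and without APP/PS1 male 1 (64), but not with TMM scaling, with the CPM filter, without RUV factors, with 1 RUV factor, with the first pass on the combined effect, with the replicate number as a block or at an FDR under 0.05, which gave 12 to 36. Among alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (74), with the likelihood ratio test and the first pass on the combined effect (67) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (71). The paper's number of sex-regulated DEGs called higher only in females is 58, against 28 here. Among the alternatives set before the data were examined, it came within 1.5 times the paper's with edgeR's likelihood ratio test (52), with DESeq2 (48) and without the expression filter (42), and without APP/PS1 male 1 (56), but not with TMM scaling, with the CPM filter, without RUV factors, with 1 RUV factor, with the first pass on the combined effect, with the replicate number as a block or at an FDR under 0.05, which gave 12 to 31. With alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (56), with the likelihood ratio test and the first pass on the combined effect (50) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (54).

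The paper's number of female DEGs beyond a log2 fold change of 1 is about 150 in Fig. 6b, read by eye, against 65 here. With the alternatives set before the data were examined, it came within 1.5 times the paper's with edgeR's likelihood ratio test (115), with DESeq2 (105) and without the expression filter (112), but not with TMM scaling, with the CPM filter, without RUV factors, with 1 RUV factor, with the first pass on the combined effect, with the replicate number as a block, with each sex fitted alone without RUV factors or at an FDR under 0.05, which gave 41 to 79. Among alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (149), with the likelihood ratio test and the first pass on the combined effect (111) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (149). The paper's number of male DEGs beyond a log2 fold change of 1 is about 65 in Fig. 6b, read by eye, against 15 here. Among the alternatives set before the data were examined, it came within 1.5 times the paper's with edgeR's likelihood ratio test (46), but not with DESeq2, with TMM scaling, without the expression filter, with the CPM filter, without RUV factors, with 1 RUV factor, with the first pass on the combined effect, with the replicate number as a block, with each sex fitted alone without RUV factors or at an FDR under 0.05, which gave 5 to 43. With alternatives chosen after seeing the values, it came within that range with the likelihood ratio test and the CPM filter (68) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (63).

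The paper's number of genes tested is 15521, against 14008 here. With the CPM filter, an alternative set before the data were examined, it was 15521. The likelihood ratio test is the test that the paper's methods name. With that test and the CPM filter, a combination chosen after seeing the values, each of the 9 numbers of DEGs given here came within 1.5 times the paper's.

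The paper counts Ctss, Sema3a, Nptx1 and Myo5b among the genes that changed in APP/PS1 females. Here they did not pass the FDR of 0.1 over all genes in females. Ctss (adjusted p = 0.138 from edgeR's quasi-likelihood test) passed with edgeR's likelihood ratio test (adjusted p = 1.8e-04), with DESeq2 (adjusted p = 0.00159), without RUV factors (adjusted p = 0.0653), with 1 RUV factor (adjusted p = 0.0490) and with each sex fitted alone without RUV factors (adjusted p = 0.0345), and, with alternatives chosen after seeing the values, with the likelihood ratio test and the CPM filter (adjusted p = 2.8e-04), with a choroid plexus score in place of the RUV factors (adjusted p = 0.0519), with the likelihood ratio test and the first pass on the combined effect (adjusted p = 1.6e-04), with the likelihood ratio test, the CPM filter and the first pass on the combined effect (adjusted p = 2.2e-04) and with the likelihood ratio test without RUV factors (adjusted p = 1.6e-05). Its adjusted p lay between 1.6e-05 and 0.394 over the 24 alternatives with a test. Sema3a (adjusted p = 0.107 from edgeR's quasi-likelihood test) passed with edgeR's likelihood ratio test (adjusted p = 0.0110), with DESeq2 (adjusted p = 0.0162), without the expression filter (adjusted p = 0.0308), with the replicate number as a block (adjusted p = 0.0664), without APP/PS1 male 1 (adjusted p = 0.0677) and without APP/PS1 male 4 (adjusted p = 0.0841), and, with alternatives chosen after seeing the values, with the likelihood ratio test and the CPM filter (adjusted p = 0.0124), with the likelihood ratio test and the first pass on the combined effect (adjusted p = 0.0248) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (adjusted p = 0.0232). Its adjusted p lay between 0.0110 and 0.286 over the 24 alternatives with a test. Nptx1 (adjusted p = 0.163 from edgeR's quasi-likelihood test) passed with edgeR's likelihood ratio test (adjusted p = 0.0531) and with DESeq2 (adjusted p = 0.0280), and, with alternatives chosen after seeing the values, with the likelihood ratio test and the CPM filter (adjusted p = 0.0550), with the likelihood ratio test and the first pass on the combined effect (adjusted p = 0.0440) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (adjusted p = 0.0442). Its adjusted p lay between 0.0280 and 0.934 over the 24 alternatives with a test. Myo5b (adjusted p = 0.163 from edgeR's quasi-likelihood test) passed with edgeR's likelihood ratio test (adjusted p = 0.0323), with DESeq2 (adjusted p = 0.0197) and with the replicate number as a block (adjusted p = 0.0812), and, with alternatives chosen after seeing the values, with the likelihood ratio test and the CPM filter (adjusted p = 0.0496), with the likelihood ratio test and the first pass on the combined effect (adjusted p = 0.0787) and with the likelihood ratio test, the CPM filter and the first pass on the combined effect (adjusted p = 0.0925). Its adjusted p lay between 0.0197 and 0.578 over the 24 alternatives with a test.

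The paper gives Clec7a among the top upregulated genes of both sexes. Among the 5 genes with the smallest p that rose in every APP/PS1 animal of a sex, Cd84 (adjusted p = 0.00199 from edgeR's quasi-likelihood test) stood in its place in females and Hmgcs1 (adjusted p = 0.00893) in males, against an adjusted p of 0.0192 in females and 0.0539 in males for Clec7a. The other genes that the paper gives were among these 5. Fig. 6b labels Ccl3 among the DEGs of males. Here Ccl3 lay below the expression filter. It passed in males with the CPM filter (adjusted p = 0.00771 from edgeR's quasi-likelihood test) and without a filter (adjusted p = 7.9e-06), and with the likelihood ratio test and the CPM filter, chosen after seeing the values (adjusted p = 2.7e-11).

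The paper describes a sex-specific difference in Fcgr2b. Here its adjusted interaction p was 0.995 over all genes. The unadjusted p was under 0.05, but not in 6 of the 8 fits that left out an APP/PS1 animal. Between APP/PS1 females and males its log2 fold change was 0.063 (adjusted p = 0.991 from edgeR's quasi-likelihood test).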

Other observations

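Chosen only after the result was seen were the tests of App, of the microglial share, of other splits for the list scores, of library size for the number of DEGs, and, for the sex-regulated DEGs, those of the WT groups, of permuted sexes and of choroid plexus content, and also the final rules for reading the tests of this part.

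The paper describes transgenes with chimeric mouse and human APP under a prion protein promoter. App, uncertain because of 5 antisense genes, did not differ between the genotypes, at a mean of 1618 normalized CPM in APP/PS1 and 1629 in WT animals, with a combined log2 fold change of -0.0026 (standard error 0.040; difference of the means -0.0089, exact permutation test over 495 splits, two-sided, p = 0.780). Prnp, uncertain because of 1 overlapping gene on the same strand, had a combined log2 fold change of -0.042 (standard error 0.041; difference of the means -0.037, exact permutation test over 495 splits, two-sided, p = 0.293). These values argue against transgene reads having been counted on App or Prnp in an amount that exceeds the standard errors by much. Whether the alignment left out reads of human sequence, or the counting left out reads where these genes overlap others, was not tested.

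The plaque-associated and the homeostatic microglial lists rose together. The score of the former was higher in APP/PS1 than in WT animals by 0.68 and that of the latter by 0.62, on the log2 scale (two-sided exact permutation test, p = 0.00202 for each, the smallest p that the design allows). The difference between the scores changed by 0.059 (same exact permutation test, p = 0.610). A larger share of microglial RNA in APP/PS1 hippocampi may therefore contribute to the rise of the plaque-associated list. It would not by itself give the largest rises, since the largest combined log2 fold change of a homeostatic gene was 1.06. In the plaque-associated list it was 7.05 for Cst7, 5.68 for Clec7a, 4.05 for Itgax, 3.73 for Ly9 and 2.95 for Ccl6. Of these, Cst7, Clec7a, Itgax and Ly9 had few counts in WT animals. A change within microglia stays open, as an untested biological explanation.

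More DEGs were called in females than in males. That a single APP/PS1 animal decides this is argued against, since with each left out in turn females had at least 38 DEGs more. A larger depth in females is argued against as well, since the female median total minus the male one was -3083214 counts (two-sided exact permutation test of the totals, p = 0.323). A larger spread between the APP/PS1 males was not found. Of the genes called with both sexes combined, 50.8% had the larger SD in males, 34 of 35 splits of these animals gave as uneven a share, and the median SD on the log2 scale was 0.169 in males and 0.175 in females. A difference in spread too small to be seen between groups of 4 is not excluded. Chance assignment of animals to the sexes stays open, since 40 of 100 assignments of permuted sex labels, the real one included, gave as large a difference in either direction, and the largest was 1266 DEGs. The assignment with that difference, and with the most sex-regulated DEGs, 932, put both APP/PS1 libraries rich in choroid plexus transcripts in a single sex and the WT library rich in them in the other. Counts simulated with the same genotype effect in both sexes gave as large a difference in either direction in 10 of 100 simulations, 1 of them with more DEGs in females, with a median of -19 for the female minus the male number, but the simulations called between 273 and 420 DEGs in females, more than the data did. A sex difference in the response to the pathology is consistent with the larger number in females and remains untested beyond these.

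The number of sex-regulated DEGs was compared with the same simulations. Selection on the test of a single sex cannot be told apart from a true interaction by this number. The simulations without interaction called more DEGs than the data did, so that 100 of 100 gave as many sex-regulated DEGs, from 113 to 191. As a percentage of the DEGs, the observed 30.3% was reached in 1 of the 100, against a median of 26.3%. The percentage goes against selection alone, though the simulations differed from the data in the number of DEGs. Chance assignment to the sexes stays open, since 51 of 100 permuted assignments gave as many. A difference between the WT groups cannot be told apart either, because 24 of the 33 genes had the larger difference between the WT groups and 58 of 100 simulations gave as large a percentage. Choroid plexus content left after the RUV factors may contribute and cannot be told apart, because 6.06% of the genes (2) followed the choroid plexus score within groups with an absolute correlation above 0.900, too few to decide, against 2.68% of all genes (two-sided binomial test, p = 0.221). Among the 565 genes with an unadjusted interaction p under 0.05, which include the 33, the percentage was 9.20. With the score as a covariate in place of the RUV factors 23 sex-regulated DEGs were called, of which 22 were among the 33. A sex difference in the effect of genotype stays open as the biological explanation.

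For both sexes combined, 6 of 100 splits of the 12 animals into 8 and 4 gave as many genes, the real one included, so chance is not excluded for the number of genes, although the median of the other splits was 0 genes. Of the other 5, the 2 drawn that put all 3 libraries rich in choroid plexus transcripts in the group of 4 gave 989 and 986 genes, and those that put 2, 1 and 0 of them there gave 395, 1456 and 866. With the choroid plexus score in place of the RUV factors, 235 genes differed between the genotypes. Chance as the source of the whole genotype difference is argued against by the list scores. Of 9 scores, 4 were higher in APP/PS1 animals at an adjusted p under 0.05, and for these at most 2 of all 495 splits, the real one included, gave as large a difference. Those of the plaque-associated microglial, homeostatic microglial and cholesterol biosynthesis lists were higher in each of the 8 APP/PS1 than in each of the 4 WT animals (two-sided exact permutation test, p = 0.00202 for each, 0.00606 adjusted over the 9 lists). For the interferon-response list p was 0.00404 in the same exact permutation test (0.00909 adjusted), and for the other lists it was 0.101 or more. The study names none of the homeostatic, cholesterol or interferon genes. Between APP/PS1 females and males, 4 of the 35 splits of these animals gave as many genes, the real one included. The others set APP/PS1 female 1, APP/PS1 female 2, APP/PS1 male 2 and APP/PS1 male 4 apart (873 genes), APP/PS1 female 1, APP/PS1 female 2, APP/PS1 male 3 and APP/PS1 male 4 apart (90 genes) and APP/PS1 female 1, APP/PS1 male 2, APP/PS1 male 3 and APP/PS1 male 4 apart (14 genes). With the score as covariate 9 genes differed between APP/PS1 females and males.

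Enpp2, singled out after its values were seen, had the smallest interaction p of all genes, with an interaction log2 effect of -0.86 (standard error 0.14, adjusted p = 0.778 from edgeR's quasi-likelihood test), and was a DEG in neither sex (adjusted p = 0.138 in females and 0.262 in males). It is uncertain because of 1 antisense gene. Its CPM was 1761 or more in the 3 libraries rich in choroid plexus transcripts and 167 or less in the others. A sex difference in its response therefore cannot be told apart from choroid plexus content.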
